# INPP4B protects from metabolic syndrome and associated disorders

**DOI:** 10.1038/s42003-021-01940-6

**Published:** 2021-03-26

**Authors:** Manqi Zhang, Yasemin Ceyhan, Elena M. Kaftanovskaya, Judy L. Vasquez, Jean Vacher, Filip K. Knop, Lubov Nathanson, Alexander I. Agoulnik, Michael M. Ittmann, Irina U. Agoulnik

**Keywords:** Non-alcoholic fatty liver disease, Insulin signalling, Type 2 diabetes

## Abstract

A high fat diet and obesity have been linked to the development of metabolic dysfunction and the promotion of multiple cancers. The causative cellular signals are multifactorial and not yet completely understood. In this report, we show that Inositol Polyphosphate-4-Phosphatase Type II B (INPP4B) signaling protects mice from diet-induced metabolic dysfunction. INPP4B suppresses AKT and PKC signaling in the liver thereby improving insulin sensitivity. INPP4B loss results in the proteolytic cleavage and activation of a key regulator in de novo lipogenesis and lipid storage, SREBP1. In mice fed with the high fat diet, SREBP1 increases expression and activity of PPARG and other lipogenic pathways, leading to obesity and non-alcoholic fatty liver disease (NAFLD). *Inpp4b*^−/−^ male mice have reduced energy expenditure and respiratory exchange ratio leading to increased adiposity and insulin resistance. When treated with high fat diet, *Inpp4b*^−/−^ males develop type II diabetes and inflammation of adipose tissue and prostate. In turn, inflammation drives the development of high-grade prostatic intraepithelial neoplasia (PIN). Thus, INPP4B plays a crucial role in maintenance of overall metabolic health and protects from prostate neoplasms associated with metabolic dysfunction.

## Abstract (web summary)

Characterizing mice lacking Inositol Polyphosphate-4-Phosphatase Type II B (INPP4B), Zhang et al. discovered that SREBP1 signaling is activated in livers of *Inpp4b*^−/−^ males leading to development of NAFLD and insulin resistance. When fed high fat diet, *Inpp4b*^−/−^ males develop type II diabetes, inflammation of adipose tissue, and prostate neoplasia. These findings provide insights into INPP4B protective role from metabolic syndrome.

## Introduction

In 2017, overconsumption and unhealthy diets contributed to 11 million deaths globally. Diet-associated deaths from cancers and diabetes were ranked second and third behind cardiovascular disease^1^. The National Center for Health Statistics reported in 2016 that over 80% of adult males aged 20 years and older in the United States were overweight or obese. Among this age group, 70% of obese men and 30% of normal weight men will develop metabolic dysfunction^2^. The consumption of a high-fat diet (HFD) is recognized as a leading cause of obesity, metabolic dysfunction, elevated chronic inflammation^3^, and cancer mortality^4^. Major indicators of metabolic dysfunction include elevated glucose levels, insulin resistance, and the expansion of mesenteric and omental adipose tissues^5^. Importantly for men, HFD and resulting obesity are tightly associated with lower urinary tract syndromes, including benign prostatic hyperplasia (BPH)^6^, accelerated progression of prostate cancer, and decreased prostate cancer patient survival rates^7,8^.

Increasing evidence suggests that non-alcoholic fatty liver disease (NAFLD) is the best clinical indicator of metabolic dysfunction in both obese and lean individuals^9,10^. Hepatic lipid storage occurs as a result of dysregulation in the insulin signaling pathway. Activation of the insulin receptor in liver, muscle, and fat cells leads to the activation of PI3K/AKT signaling pathways^11^. High levels of circulating diacylglycerol (DAG) lipids that are associated with HFDs activate PKCs, which, in turn, phosphorylate and inhibit the insulin receptor, lowering the insulin sensitivity^12^. In both mice and men, obesity elevates DAG levels and activates PKC signaling in multiple tissues, leading to the development of NAFLD and insulin resistance. Clinically, the levels of circulating DAG and PKCε activation are the strongest predictors of insulin resistance in obese men^13^.

Importantly, a HFD is not exclusively responsible for metabolic syndrome as it has been reported that some obese individuals maintain a healthy metabolic profile^12,14,15^. There are several allelic variants that may impact the effects of known determinants of metabolic health. Polymorphisms in peroxisome proliferator-activated receptor γ (*PPARG)*, adiponectin (*ADIPOQ)*, leptin receptor (*LEPR*), and insulin receptor substrate 2 (*IRS2*) have been linked to obesity and type 2 diabetes mellitus (T2D)^16–19^. However, the specific signaling pathways that are disrupted during the initial stages of metabolic dysfunction are still not known.

Inositol Polyphosphate-4-Phosphatase Type II B (INPP4B) dephosphorylates both membrane lipids and phosphoproteins^20^. We have shown that INPP4B suppresses the AKT and PKC pathways^20–22^, which are the major mediators of metabolic dysfunction, suggesting a role for INPP4B in the regulation of metabolic health. We tested this hypothesis using *Inpp4b*^−/−^ male mice to compare their metabolic fitness to that of the wild-type (WT) males. We found that INPP4B has diet-dependent and independent actions in the mouse liver, adipose tissue, pancreas, and prostate. When fed a low-fat diet (LFD), 3-month-old *Inpp4b*^−/−^ males increased their fat-to-lean body mass ratio, developed liver steatosis and hyperglycemia. This metabolic dysfunction likely resulted from reduced ambulatory activity, energy expenditure, and respiratory exchange ratios. When fed a HFD, in addition to liver steatosis, *Inpp4b*^−/−^ males also developed type II diabetes (T2D), inflammation of the visceral white adipose tissue (WAT) and prostate, and prostatic intraepithelial neoplasia (PIN). Thus, the loss of INPP4B drives metabolic dysfunction by increasing hepatic lipogenesis, elevating systemic and local inflammation, and promoting the neoplastic transformation of the prostate in obese males.

## Results

### Accelerated weight gain in *Inpp4b*^−/−^ male mice fed with a high-fat diet

*Inpp4b* expression was previously reported in multiple tissues^23^. Analysis of mouse tissues showed that the highest expression of *Inpp4b* is in the testis, mammary gland fat pad, epididymal white adipose tissue (eWAT), muscle, bladder, and the ventral and dorsolateral lobes of the prostate. Among distinct adipose tissues, highest level of *Inpp4b* expression was observed in mesenteric WAT (mWAT) and lowest in brown adipose tissue (BAT). Lower levels of *Inpp4b* mRNA were also detected in the pancreas and liver (Fig. 1a, b), indicating that *Inpp4b* is expressed in all major organs involved in insulin resistance. *Inpp4b*^−/−^ males fed with a HFD gained significantly more weight than age-matched WT controls (Fig. 1c). At 3 months of age, obesity in *Inpp4b*^−/−^ males was not accompanied by changes in body length, blood pressure, or heart rate (Supplementary Fig. 1a–c). A comparison of two representative fat depots, visceral WAT, the #4 mammary fat pad, and eWAT, revealed a significant weight increase in the HFD-fed *Inpp4b*^−/−^ males compared to the WT males (Supplementary Fig. 1d, e). Total body composition analysis by QMR revealed that knockout males have an increased fat-to-lean mass ratio (Fig. 1d–f). While overall body weights of experimental animals did not change in the course of CLAMS analysis, total food and water intake as well as the home cage activities were significantly decreased in knockout mice (Fig. 1g–i). Consistently, energy expenditure and respiratory exchange ratios were significantly decreased in *Inpp4b*^−/−^ males during light cycle (Fig. 1j, k and Supplementary Fig. 1f, g). Histological comparison of the inguinal, retroperitoneal, mesenteric and eWAT, as well as BAT, did not reveal visible differences between 4 experimental groups (Supplementary Fig. 2).

**Fig. 1:**
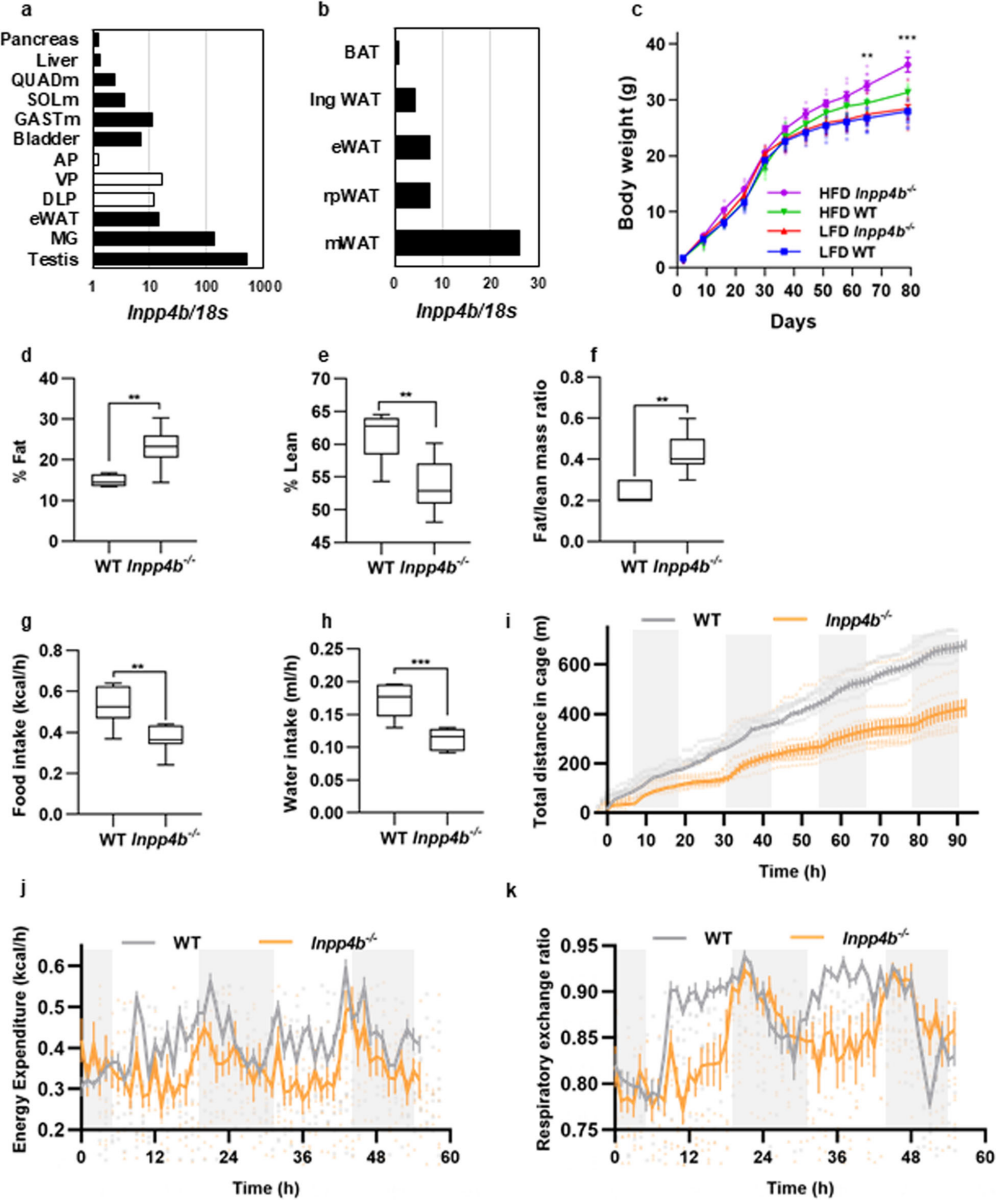
*Inpp4b*^*−/−*^ males accumulate more fat due to decreased activity, energy expenditure, and respiratory exchange ratio. **a** Expression of *Inpp4b* in mouse tissues. **b** Expression of *Inpp4b* in epididymal, retroperitoneal, mesenteric, inguinal, and brown adipose tissue of FVB males. **c** Body weights of LFD WT (*N* = 14), LFD *Inpp4b*^−/−^ (*N* = 12), HFD WT (*N* = 9), and HFD *Inpp4b*^−/−^ (*N* = 10) mice were recorded every week beginning on post-partum day 2. LFD WT, LFD *Inpp4b*^−/−^, HFD WT, and HFD *Inpp4b*^−/−^ groups are represented by the blue line with squares, red line with up-pointing triangles, green line with down-pointing triangles, and purple line with circles, respectively (^**^p = 0.0048, ^***^p = 0.001). **d**–**f** Percent fat (^**^p = 0.0012) (**d**), and percent lean (^**^p = 0.0014) (**e**) were determined by NMR and the ratios of fat-to-lean mass (^**^p = 0.00015) (**f**) were calculated for WT (*N* = 6) or *Inpp4b*^−/−^ (*N* = 10) mice. **g**, **h** Hourly food (^**^p = 0.0027) and water intake (^***^p = 0.00023) were recorded for the WT (*N* = 6) or *Inpp4b*^−/−^ (*N* = 8) mice. **i** Mouse ambulatory activity was detected with XYZ beam array over 92 h in WT (*N* = 6) or *Inpp4b*^−/−^ (*N* = 10) mice. Total distances were acquired by MetaScreen and processed using ExpeData. **j**, **k** Animals were acclimated in cages for the first 42 h. Time course of energy expenditure (**j**) and respiratory exchange ratio (**k**) over subsequent 55 h in WT (*N* = 6) or *Inpp4b*^−/−^ (*N* = 8) male mice using CLAMS analysis.

### Metabolic and inflammatory changes in adipose tissue of *Inpp4b*^−/−^ males

In eWAT, neither diet nor *Inpp4b* knockout altered the protein levels of HK2, an enzyme that mediates the commitment step of glycolysis (Fig. 2a and Supplementary Fig. 3a). Expression of fatty acid synthase (*Fasn*) mRNA was increased with HFD (Supplementary Fig. 3b) and the FASN protein levels were further increased in eWAT of HFD-fed *Inpp4b*^−/−^ mice (Fig. 2a, b), suggesting a role for INPP4B in lipid accumulation. Expression of *Inpp4b* was not affected in eWAT tissue by the HFD (Supplementary Fig. 3c). Thus, the loss of INPP4B combined with a HFD-activated lipogenesis led to a significant adipose expansion.

**Fig. 2:**
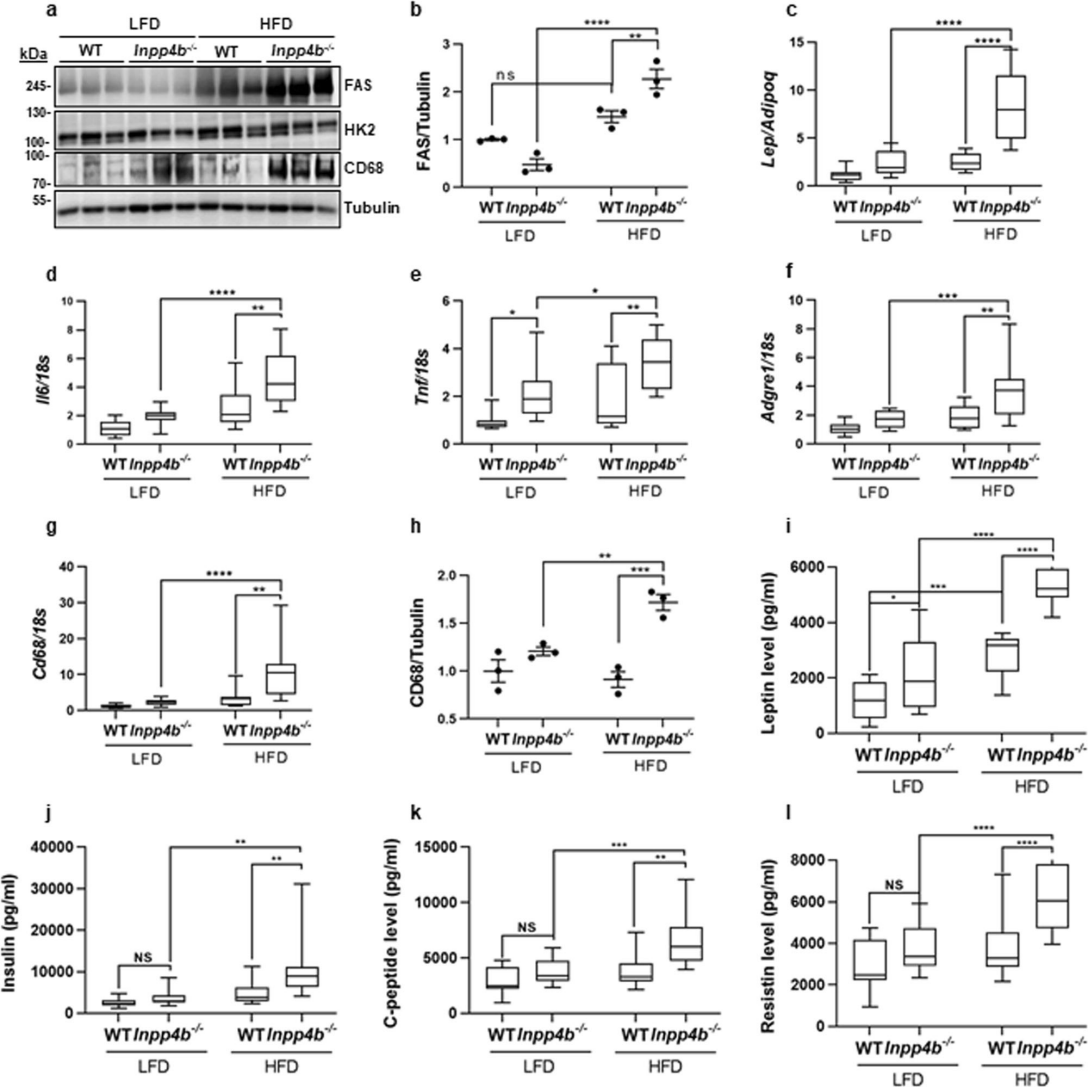
Comparison of the metabolic and inflammatory profiles of adipose tissues from WT and *Inpp4b*^−/−^ males. **a** Protein lysates from eWAT were analyzed for FAS, HK2, CD68, and tubulin by western blot. **b** Quantification of FAS protein expression in (**a**). The FAS values were normalized to tubulin and are shown as fold change (*N* = 3 per group). **c**–**g** RNA was extracted from mouse eWAT of LFD WT (*N* = 12), LFD *Inpp4b*^−/−^ (*N* = 11), HFD WT (*N* = 8), and HFD *Inpp4b*^−/−^ (*N* = 9) mice. The expression levels of *Lep/Adipoq* (**c**), *Il6* (**d**), *Tnf* (**e**), *Adgre1* (**f**), and *Cd68* (**g**) were assayed by qRT-PCR using *18S* as an internal control. **h** Quantification of CD68 protein in (**a**). Average expression in LFD WT mice was designated as 1 (*N* = 3 per group). **i**–**l** Concentrations of leptin (**i**), insulin (**j**), C-peptide (**k**), Resistin (**l**) in serum of LFD WT (*N* = 11), LFD *Inpp4b*^−/−^ (*N* = 11), HFD WT (*N* = 9), and HFD *Inpp4b*^−/−^ (*N* = 9) mice (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001. Exact *p* values are provided in Supplementary Data 2).

WAT secretes a broad variety of adipokines and cytokines that modulate inflammation and insulin signaling^24–27^. We tested whether INPP4B regulates the inflammatory status of adipose tissue in HFD-fed males. The eWAT of HFD-fed *Inpp4b*^−/−^ mice had a significantly increased ratio of leptin-to-adiponectin expression (Fig. 2c) and elevated expression of the inflammatory cytokines *Il6* and *Tnf* (Fig. 2d, e). The adipose tissue in HFD-fed knockout males showed an increased expression of the macrophage markers *Adgre1* and *CD68* (Fig. 2f, g). The highest protein levels of CD68 were observed in the eWAT of the HFD *Inpp4b*^−/−^ group, suggesting that the INPP4B deficiency promotes the inflammatory response of adipose tissue in diet-induced obesity (Fig. 2a, h). As shown in Fig. 2d–h, both HFD and INPP4B loss contributed to the increases in inflammatory cytokines and infiltrating macrophage markers in the adipose tissue.

Using adipokine arrays, we compared the protein levels of 40 adipokines from the eWAT of WT and *Inpp4b*^−/−^ mice fed with LFD or HFD (Supplementary Fig. 3d). The array analysis confirmed that compared to LFD WT males, adipose tissue leptin/adiponectin protein-level ratios were increased in LFD *Inpp4b*^−/−^, HFD WT, and HFD *Inpp4b*^−/−^ groups. However, the differences between these 3 groups did not reach statistical significance (Supplementary Fig. 3d). Consistent with the increased presence of CD68^+^ cells, the eWAT from *Inpp4b*^−/−^ mice expressed significantly higher levels of the proinflammatory chemokine, monocyte chemoattractant protein-1 (MCP-1), which promotes macrophage infiltration and is known to be increased in obese diabetic mice^28,29^. Adipose expansion and inflammation are downregulated by INPP4B in obese animals, suggesting a protective role for INPP4B from metabolic syndrome. Analysis of metabolic hormones in the serum showed significant increases in leptin, insulin, C-peptide, and resistin in HFD *Inpp4b*^−/−^ males compared to WT on either diet and LFD *Inpp4b*^−/−^ mice (Fig. 2i–l and Supplementary Fig. 3e).

### *Inpp4b*-deficient mice develop hyperglycemia on low-fat diet and type 2 diabetes on high-fat diet

The expansion and increased inflammation of adipose tissues suggested that *Inpp4b*^−/−^ animals are insulin resistant. In an independently conducted QTL analysis in mice, Mu et al. have shown an association between the *D8Mit195* locus, mapped immediately next to the *Inpp4b* gene, and elevated plasma glucose levels (LRS = 10.4, LOD = 2.3)^30^. The increase in the *Lep/Adipoq* ratio observed in HFD *Inpp4b*^−/−^ group is characteristic to obese diabetic mice and men^31,32^. Glucose tolerance tests revealed that WT HFD-fed mice had an elevated fasting blood glucose level compared to the lean WT males. Upon administration of a bolus of oral glucose to WT males, serum glucose levels rose higher in HFD group than in LFD but recovered to normal after 120 min. When fed with either LFD or HFD, *Inpp4b*^−/−^ mice had elevated glucose levels that they were unable to fully clear after 120 min (Fig. 3a, b). Insulin tolerance testing revealed that *Inpp4b*^−/−^ males were resistant to insulin treatment (Supplementary Fig. 4a). The rapid increase of glucose to nearly 600 mg/dl during the glucose tolerance test, insulin resistance, and the inability to clear blood glucose in obese *Inpp4b*^−/−^ males were consistent with obesity-induced T2D^33^. Circulating, non-fasting glucose and insulin levels were also significantly elevated in HFD-fed mutant animals compared to every other group (Fig. 3c, d). Despite normal levels of circulating insulin in LFD *Inpp4b*^−/−^ males, the rate of hepatic gluconeogenesis was increased, confirming that lean knockout males developed hyperglycemia (Supplementary Fig. 4b). Similar to our HFD *Inpp4b*^−/−^ male mice, gene expression analysis in the livers of non-diabetic (*N* = 9) and T2D obese individuals (*N* = 9) (GSE15653) revealed that INPP4B expression was decreased in the obese, diabetic group (Fig. 3e)^34^. As expected, pancreatic islets were positive for insulin staining by IHC (Fig. 3f). Consistent with the increase in blood insulin levels, the expression of proinsulin convertase, *Pcsk1*, was increased in the pancreata of LFD-fed *Inpp4b*^−/−^ mice and in both HFD-fed groups (Supplementary Fig. 4c). Both HFD and *Inpp4b* knockout decreased expression of the peptide hormone cholecystokinin (*Cck*), an appetite suppressant and stimulant of pancreatic enzyme secretion^35^ (Supplementary Fig. 4d). The markers of pancreatic β-cell viability and inflammation, *Furin* and *Il6*, and the unfolded protein response (UPR), *Mafa*, did not significantly change (Supplementary Fig. 4e–g) at 3 months of age. Thus, our results and results from other groups suggest that INPP4B is a metabolic modulator that protects from diet-induced T2D.

**Fig. 3:**
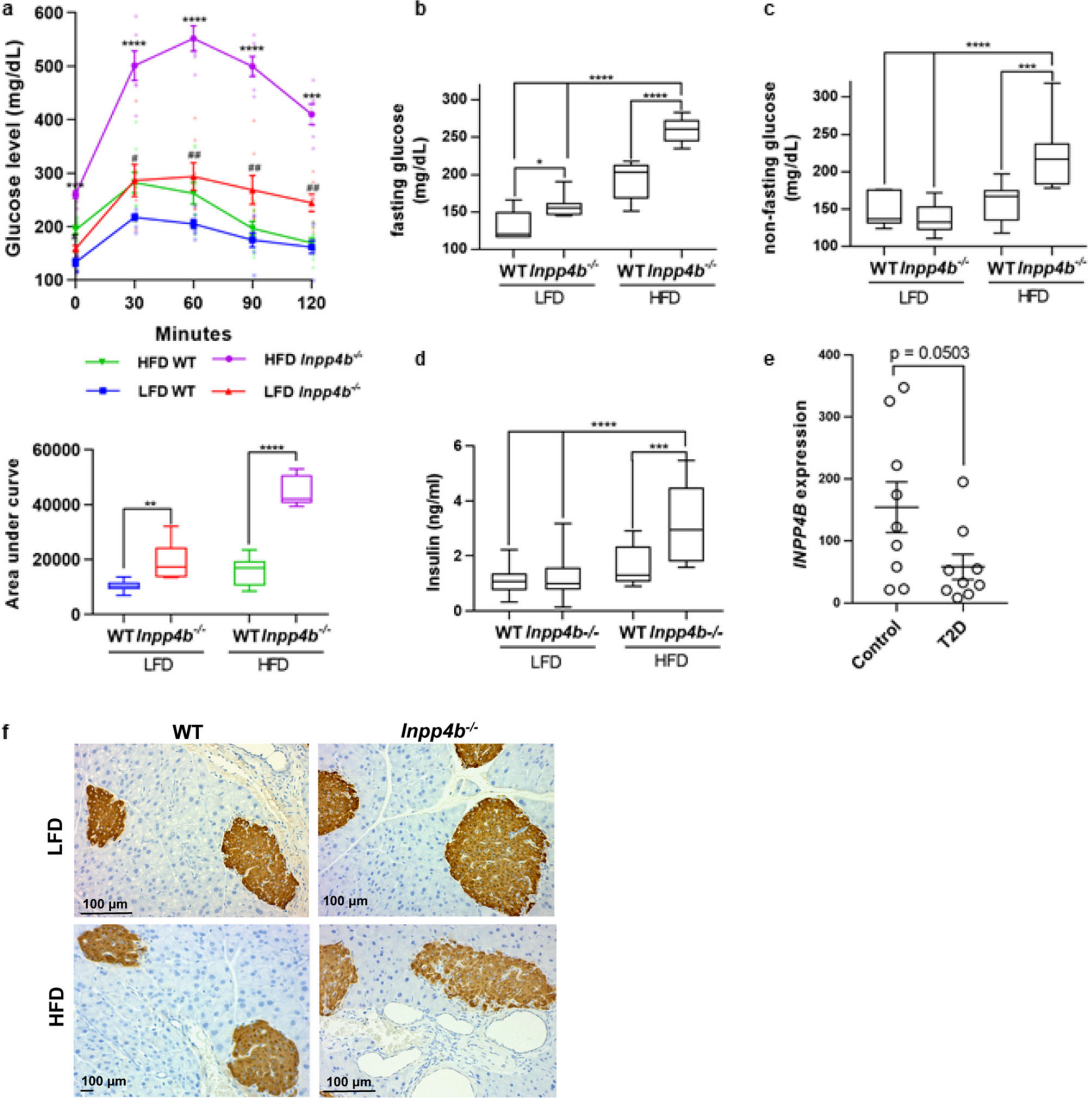
INPP4B protects mice from hyperglycemia and diabetes. **a** Oral glucose tolerance test of LFD WT (*N* = 7), LFD *Inpp4b*^−/−^ (*N* = 7), HFD WT (*N* = 9), and HFD *Inpp4b*^−/−^ (*N* = 6) mice following a 2 g/kg oral glucose challenge. **#** is used to indicate statistically significant difference between LFD groups and * is used to indicate statistically significant difference for HFD groups. LFD WT, LFD *Inpp4b*^−/−^, HFD WT, and HFD *Inpp4b*^−/−^ groups are represented by blue line with squares, red line with up-pointing triangles, green line with down-pointing triangles, and purple line with circles, respectively. **b**, **c** Blood glucose was measured in the same group as (**a**) after 6 h of fasting (**b**) or non-fasting (**c**) LFD WT, LFD *Inpp4b*^−/−^_,_ HFD WT and HFD *Inpp4b*^−/−^ mice. **d** Blood insulin was measured by ELISA in the same groups as (**a**). **e** INPP4B expression in livers of subjects with or without type II diabetes (T2D) were exported from GSE15653. **f** Representative pancreata sections from LFD WT, LFD *Inpp4b*^−/−^, HFD WT, and HFD *Inpp4b*^−/−^ mice were stained for insulin and counterstained with hematoxylin (^*^p < 0.05, ^***^p < 0.001, ^****^p < 0.0001. Exact *p* values are provided in Supplementary Data 2).

### Loss of INPP4B leads to NAFLD

NAFLD is the best predictor of insulin resistance^9^. To determine whether insulin resistance in *Inpp4b*^−/−^ mice is associated with NAFLD, we first compared the liver weights in WT and *Inpp4b*^−/−^ males fed with LFD or HFD. Strikingly, the liver weights were significantly elevated in *Inpp4b*^−/−^ knockouts independent of the diet (Fig. 4a). Morphometric quantification of H&E stained slides revealed severe steatosis in the livers of all *Inpp4b*^−/−^ mice (Fig. 4b, c). Livers in knockout animals featured all major histological characteristics of NAFLD, such as accumulation of fat (Fig. 4d), microvesicular and macrovesicular steatosis, hepatocellular hypertrophy, pyknotic nuclei, and Mallory bodies (Fig. 4e–g)^36^. Liver triglyceride amounts were significantly increased in *Inpp4b*^−/−^ mice compared to WT controls in both LFD and HFD groups (Supplementary Fig. 5a). In the livers of WT male mice, the HFD caused modest increases in the expression of *Inpp4b* and *Cd68*, a marker of infiltrating macrophages (Supplementary Fig. 5b, c). In the human liver, INPP4B was detected in the cytoplasm and cell membrane of normal hepatocytes and its protein levels decreased in primary and, especially, metastatic hepatocellular carcinoma^37^, which undergo significant metabolic reprogramming. Similar to the mouse liver, hepatic *INPP4B* expression in patients with NAFLD was significantly reduced compared to healthy controls (GSE126848)^38^ and there was a highly significant correlation between steatosis score and *INPP4B* mRNA levels (Fig. 4h, i). Thus, the loss of INPP4B in mice is similar to the decline in *INPP4B* expression observed in steatotic livers of NAFLD patients^38^.

**Fig. 4:**
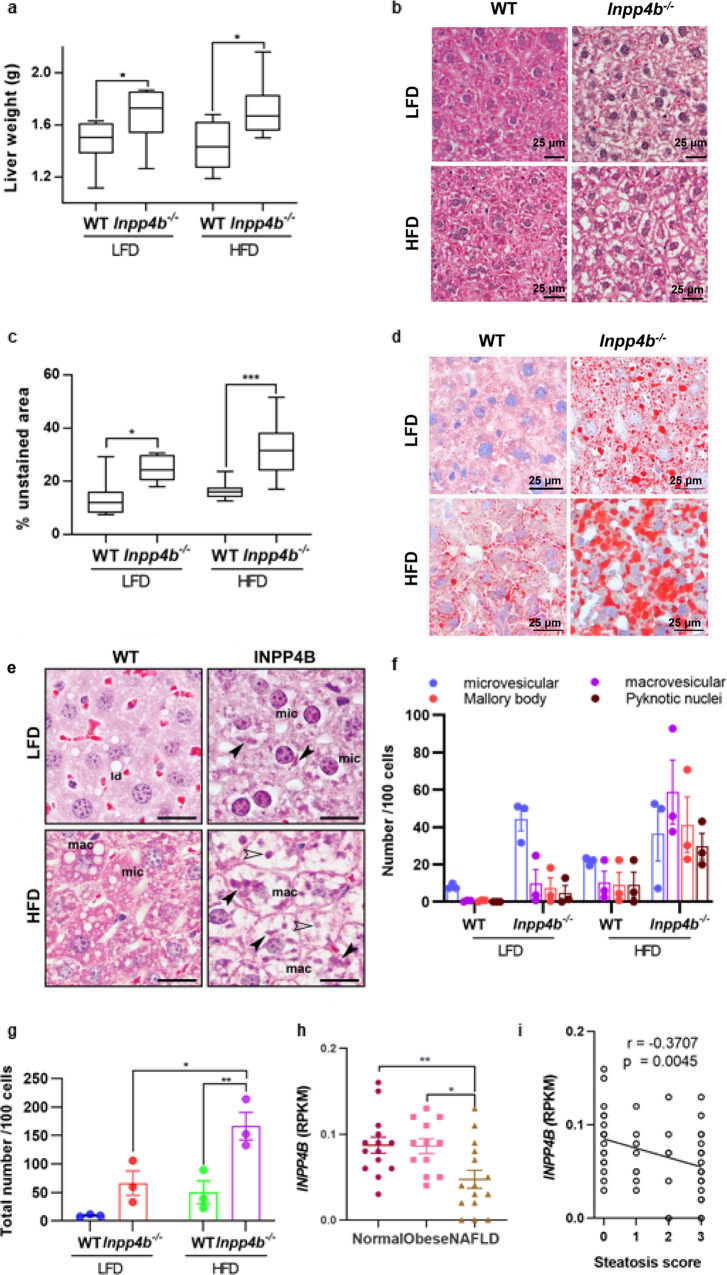
INPP4B protects mice from liver steatosis. **a** Livers were dissected from LFD WT (*N* = 11), LFD *Inpp4b*^−/−^ (*N* = 13), HFD WT (*N* = 9), and HFD *Inpp4b*^−/−^ (*N* = 10) mice. Liver weights in 4 experimental groups (^*^p = 0.0422 for LFD groups and ^*^p = 0.0374 for HFD groups). **b** Representative H&E staining of liver sections from designated experimental groups used for steatosis analysis. **c** Morphometric quantification of the unstained area on H&E stained liver sections (^*^p = 0.111, ^***^p = 0.0004). **d** Representative images of the Oil Red O/hematoxylin staining of frozen liver sections in designated groups. **e** Characteristic features of hepatocellular steatosis in livers of HFD and LFD *Inpp4b*^−/−^ males. Examples of microvesicular (mic) and macrovesicular (mac) steatoses, Mallory bodies (closed arrowhead) and pyknotic nuclei (open arrowhead). **f** Number of individual features per 100 cells. **g** Total number of steatotic features per 100 cells in each treatment group (^*^p = 0.0118, ^**^p = 0.0052). **h** INPP4B expression in Reads Per Kilobase of transcript, per Million mapped reads (RPKM) in normal liver tissue (*N* = 14), obese (*N* = 12 patients), and NAFLD (*N* = 15 patients) in GSE126848 dataset (exact *p* values are provided in the Source data). One-way ANOVA (Dunnett’s multiple comparison test) was used. **i** Correlation between INPP4B expression with the steatosis score in patients with NAFLD or NASH. Data were exported from GSE126848.

### NAFLD in *Inpp4b*^−/−^ males is caused by increased lipogenesis, WAT inflammation, and activation of AKT and PKC signaling

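RNA from the livers of male mice on a HFD was sequenced in 4 HFD WT and 4 HFD Inpp4b−/− mice. The sample labels give an age of 12 weeks. The labels name C57BL/6 as the background of the mice and the paper names FVB, and the labels and the paper also name different library kits. The authors aligned the 150-bp paired-end reads to GRCm38 with HISAT2 and counted the reads of each gene with HTSeq. The deposited counts were not normalized and covered 18095 genes, each with at least 1 read in all libraries of one genotype. The total ranged from 25893430 to 31427831 counts per library in HFD WT (median 28663357) and from 32738435 to 36662531 in HFD Inpp4b−/− (median 35560250.5). No library was a near copy of another. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test on the 14866 genes that passed its expression filter, with Benjamini-Hochberg adjustment and the paper's thresholds, a FDR of 10% and a fold change over 1.3. Other normalizations, filters and tools change the number of calls, as does leaving out a library.

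*Inpp4b* (ENSMUSG00000037940) lies on chromosome 8 of GRCm38 from 81342556 to 82127914. It was counted 6, 20, 5 and 8 times in replicates 1 to 4 labelled HFD WT. In replicates 1 to 4 labelled HFD Inpp4b−/−, it was counted 33, 10, 9 and 14 times. Its counts were thus not lower in the libraries labelled HFD Inpp4b−/−. The log2 ratio of the mean CPM (counts of the gene divided by the normalized total and scaled by 1e+06) was 0.49, within the spread between mice (n = 4 per genotype, two-sided exact permutation test, p = 0.486). The gene was below the expression filter, and the counts per gene do not show which exons the reads came from. Each direction of change given for these libraries rests on their labels.

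**Figure D1:**
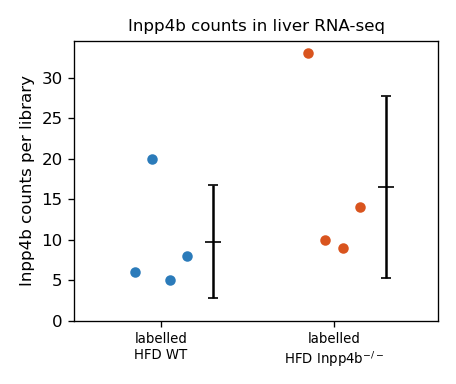
Inpp4b counts per library (vertical axis, raw counts from 0) for the 4 libraries labelled HFD WT and the 4 labelled HFD Inpp4b−/−. Each point is 1 library, and the bar beside each group gives the mean and SD. The highest count, 33, was in a library labelled HFD Inpp4b−/−.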

To determine the molecular pathways that protect WT mice on HFD from NAFLD, we performed RNA-seq analysis of liver samples from WT and *Inpp4b*^−/−^ males on a HFD. 

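Between the libraries labelled HFD Inpp4b−/− and those labelled HFD WT, 174 of the 14866 tested genes were differentially expressed, 82 higher and 92 lower in the libraries labelled HFD Inpp4b−/−. With DESeq2, the paper's tool, 688 genes passed the same thresholds, 173 of the 174 among them. The number also depended on single libraries. It was 53 without HFD Inpp4b−/− replicate 2 and 345 without HFD WT replicate 2. Of the 174 genes, 39 lie on chromosome 8, the chromosome of *Inpp4b*.

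In place of the KEGG and GO gene sets, gene lists written by hand and Reactome pathways were tested with limma's camera, at a preset inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over the 31 sets with at least 5 tested genes. An adjusted p under 0.05 was reached by 13 sets, 8 higher and 5 lower. With the correlation estimated from the data, none of the 13 passed, while 5 sets had an unadjusted p under 0.05. With fry, 6 of the 13 passed. Another grouping of the 8 libraries into 4 and 4 also gave 13 sets. The 92 tested oxidative phosphorylation genes had a median log2 fold change of 0.16 and 84 of them were higher (camera, adjusted p = 1.03e-08), although fry gave an adjusted p of 0.106. The 16 peroxin genes, needed to build peroxisomes, had a median log2 fold change of 0.15 with 13 higher (camera, adjusted p = 0.0054, and fry, 0.0197). Reactome's peroxisomal lipid metabolism genes were higher in 17 of 22 (camera, adjusted p = 0.0254, and fry, 0.00665), but did not pass camera without HFD WT replicate 2 or 4 or HFD Inpp4b−/− replicate 3, with adjusted p from 0.0536 to 0.0801. Genes of glycerophospholipid biosynthesis were higher in 43 of 68 (camera, adjusted p = 0.0254, and fry, 0.00149), with an adjusted p from camera of 0.0557 without HFD WT replicate 4. Genes of mitochondrial fatty acid beta-oxidation were higher in 13 of 15 (camera, adjusted p = 0.00183, and fry, 0.0353). Of the 16 tested PPARG target genes, 12 were higher, with a median log2 fold change of 0.23 (camera, adjusted p = 0.0371, and fry, 0.0586). This list did not pass camera without HFD WT replicate 2 or HFD Inpp4b−/− replicate 2 or 3, with adjusted p from 0.0513 to 0.208. The PPARA target genes were higher in 13 of 19 (camera, adjusted p = 0.0438, and fry, 0.101), but did not pass camera without HFD WT replicate 2 or 4 or HFD Inpp4b−/− replicate 1, 2 or 3, with adjusted p from 0.0565 to 0.115. The Reactome sets for glucose metabolism (camera, adjusted p = 0.227), pyruvate metabolism (0.601), retinoid metabolism and transport (0.227) and cytochrome P450 enzymes (0.727) did not pass. The paper's FDR limit for gene sets was looser, and glucose and retinoid metabolism were under it with camera and fry. With camera's correlation estimated, they were not (adjusted p = 0.555 for both). Genes of the cytochrome P450 set were over-represented among the differentially expressed genes, with 5 of its 66 tested genes (one-sided Fisher's exact test, adjusted p = 0.0154). The paper analysed its differentially expressed genes with DAVID and GSEA, and reports from these the processes that the deletion affected (Fig. 5a, b).

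**Figure D2:**
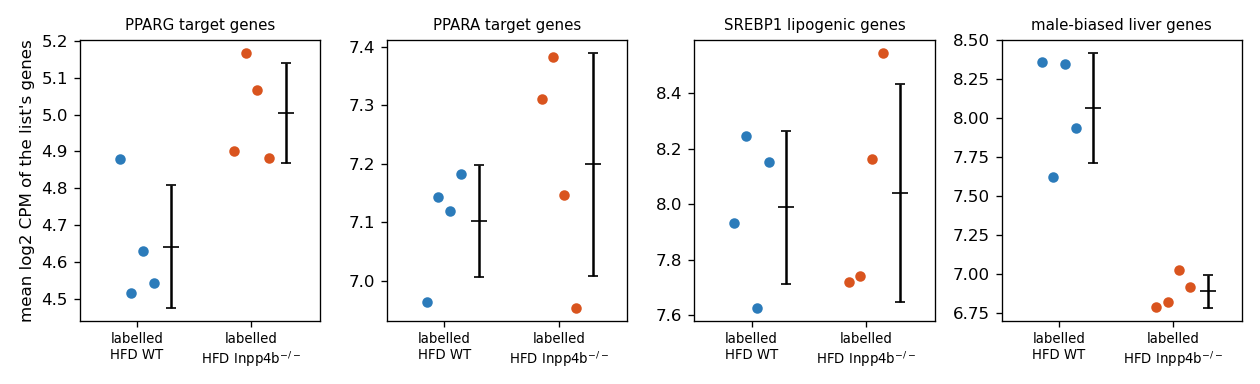
Mean log2 CPM of the genes of 4 lists (vertical axes, each with its own range) in the libraries labelled HFD WT and HFD Inpp4b−/−. Each point is 1 library, and the bar beside each group gives the mean and SD of the 4 libraries. The PPARG target genes and the male-biased liver genes do not overlap between the groups, and the PPARA target and SREBP1 lipogenic genes do.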

Analysis of differentially expressed genes (DEG) with DAVID functional annotation module and Gene Set Enrichment Analysis (GSEA) revealed that *Inpp4b* deletion affected lipid and glucose metabolisms, drug detoxification, peroxisome biogenesis, and expression of the T2D-associated genes (Fig. 5a, b and Supplementary Data 2). Lipid metabolism and peroxisome biogenesis are known targets of the PPAR family of transcription factors^37,39,40^. PPARG is a transcriptional regulator of fatty acid uptake and storage, while PPARA activity stimulates fatty acid oxidation^41^. Expression of *Pparg* increased in both LFD- and HFD-fed *Inpp4b*^−/−^ males compared to WT controls (Fig. 5c). Correspondingly, expression of PPARG target genes regulating lipid delivery, internalization, triglyceride synthesis, and fatty acid metabolism increased in *Inpp4b*^−/−^ livers (Fig. 5d–g). Strikingly, a group of genes involved in sexually dimorphic drug and lipid metabolism, *Cyp2b9, Cyp2b13*, and *Hao2* (GSE 89091)^42^, were strongly downregulated by INPP4B as their expression dramatically increased in the livers of knockout males (Fig. 5g–i). *Ppara* expression was modestly increased in LFD *Inpp4b*^−/−^ group only (Supplementary Fig. 5d), potentially contributing to partial NAFLD resistance in lean knockout animals. Similar to *Inpp4b*^−/−^ mice, liver samples collected in the course of Roux-en-Y gastric bypass surgery from 1008 obese patients (GSE24335) exhibited a highly significant negative correlation between *INPP4B* and *PPARG* expression^43^ (Fig. 5j). Thus, expression data in mice and men support our finding that INPP4B regulates PPARG levels in the liver.

**Fig. 5:**
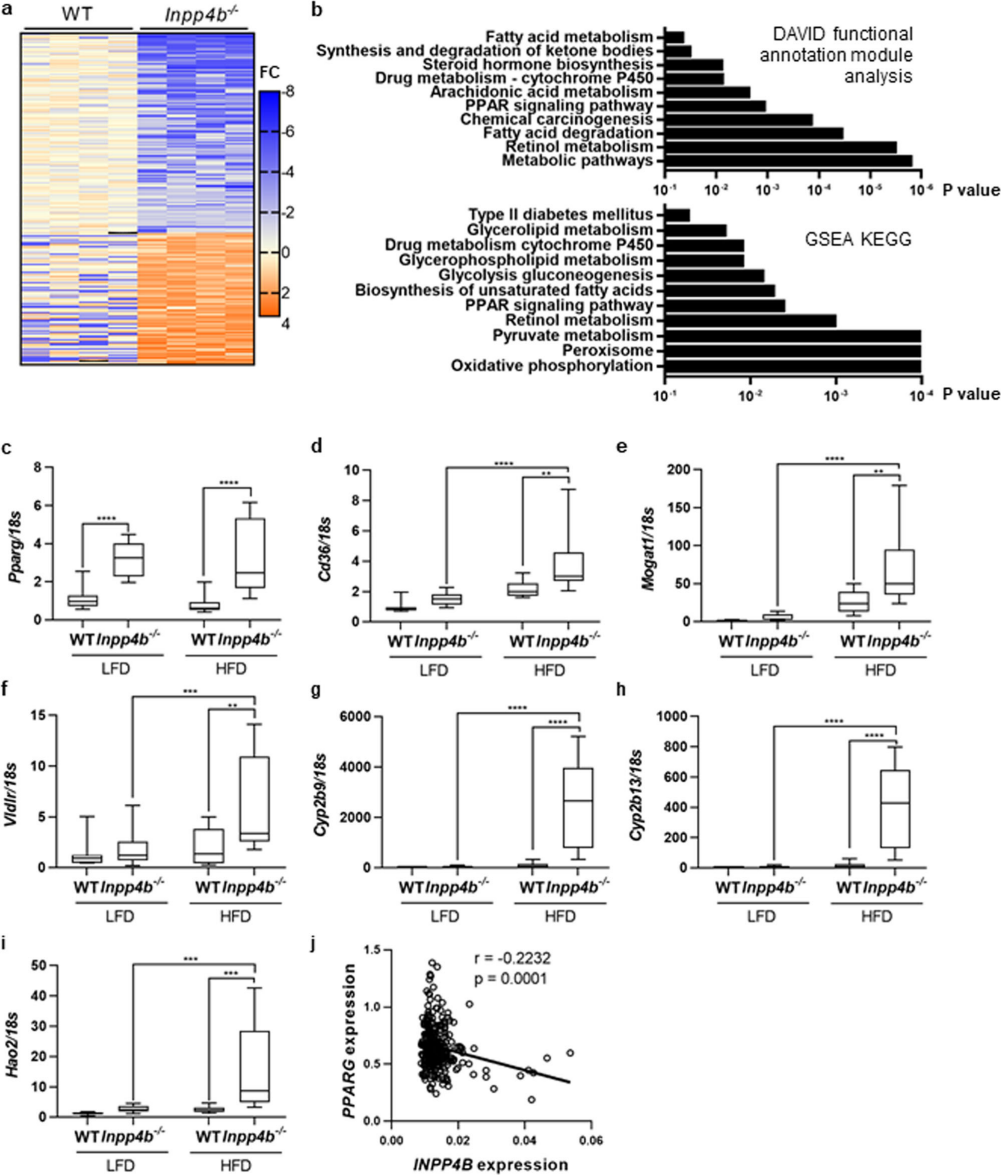
INPP4B regulates metabolic and PPAR pathways in mouse liver. **a** RNAs were extracted from livers of HFD WT (*N* = 4) and HFD *Inpp4b*^−/−^ (*N* = 4) mice and submitted for RNA sequencing. The changes in gene expression were compared between HFD WT and HFD *Inpp4b*^−/−^ mice. **b** KEGG pathway functional enrichment analysis was done using DAVID functional annotation module or GSEA. The vertical axis represents the KEGG pathway terms significantly enriched by the loss of INPP4B in mouse liver. The horizontal axis shows the logarithmic scale of the *p* value. **c**–**i** RNA from LFD WT (*N* = 10), LFD *Inpp4b*^−/−^ (*N* = 12), HFD WT (*N* = 8), and HFD *Inpp4b*^−/−^ (*N* = 10) mice were analyzed for *Pparg* (**c**), *Cd36* (**d**), *Mogat1* (**e**), *Vldlr* (**f**), *Cyp2b9* (**g**), *Cyp2b13* (**h**), and *Hao2* (**i**) by qRT-PCR using *18S* as an internal control. **j** Correlation between *INPP4B* expression and *PPARG* expression in 289 human liver samples (GSE24335) (^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001. Exact *p* values are provided in the Source data).

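Among the differentially expressed genes with a mean of at least 50 counts, no overlap between the groups and a symbol other than that of a predicted gene or pseudogene, *Cyp2b9* (ENSMUSG00000040660, chromosome 7 of GRCm38, 26173411 to 26210661) rose the most. It had 109 ± 60.6 CPM (SD, n = 4) in the libraries labelled HFD Inpp4b−/− and 3.51 ± 4.56 CPM (SD, n = 4) in those labelled HFD WT. Its log2 fold change was 4.93 (standard error 0.85, adjusted p = 0.0433 from edgeR's quasi-likelihood test). Reads of *Cyp2b9* can be shared with its related neighbours *Cyp2b13* and *Cyp2b10*, so its level is uncertain. In replicates 1 to 4 labelled HFD Inpp4b−/−, *Cyp2b10* was counted 0, 0, 31 and 80 times. *Cyp2b9* was counted 6217, 5039, 3168 and 1040 times there. These counts argue against reads from *Cyp2b10* as the source of the rise. Without HFD WT replicate 1, HFD Inpp4b−/− replicate 2 or HFD Inpp4b−/− replicate 3, *Cyp2b9* did not pass the threshold (edgeR's adjusted p = 0.117, 0.121 and 0.115). HFD WT replicate 2 had 10.3 CPM, and without it the log2 fold change was 6.44. *Mme* (chromosome 3, 63241537 to 63386030) followed with a log2 fold change of 3.15 (standard error 0.59, edgeR's adjusted p = 0.0615). The other rises of this rank were *Trmt9b* on chromosome 8, *Rec114* and *Pnldc1*, with log2 fold changes from 2.57 to 2.29. *Mme* did not pass without HFD WT replicate 1 or 3 or HFD Inpp4b−/− replicate 1, 2 or 4, where edgeR's adjusted p reached 0.165. *Rec114* did not pass without HFD WT replicate 3 or 4 or any 1 of the HFD Inpp4b−/− libraries (edgeR's adjusted p up to 0.217), and *Pnldc1* without replicate 1 or 3 labelled HFD WT or replicate 1 or 2 labelled HFD Inpp4b−/− (up to 0.132).

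*Olfr1033* and *Olfr1034*, neighbouring olfactory receptor genes on chromosome 2, had no reads in any library labelled HFD Inpp4b−/−. Taking 3 counts per library as the limit of detection, *Olfr1033* was at least 126-fold lower and *Olfr1034* at least 48.8-fold lower there (edgeR's adjusted p = 0.000843 and 0.00258). The log2 fold changes of *Moxd1*, *Serpina1e* and *Sytl1* were -7.77, -3.38 and -3.34, and *Sytl1* did not pass without HFD WT replicate 3 or HFD Inpp4b−/− replicate 2 or 3 (edgeR's adjusted p up to 0.159). *Serpina1e*, whose reads can be shared with its near-identical copies, was at 7552 ± 2707 CPM (SD, n = 4) in the libraries labelled HFD WT and at 723 ± 542 CPM (SD, n = 4) in those labelled HFD Inpp4b−/−.

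*Pparg* (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) had a log2 fold change of 1.73 (standard error 0.65). It did not pass the threshold over all tested genes (edgeR's adjusted p = 0.279), and its adjusted p was 0.0644 when adjusted over the list alone, the 8 tested genes that the paper names. The paper names most of them after its RNA-seq of these livers, so the list may not be independent of these data. DESeq2 gave an adjusted p of 0.0858 for *Pparg*. Its CPM was 5.18 ± 3.01 (SD, n = 4) in the libraries labelled HFD Inpp4b−/− and 1.58 ± 1.52 (SD, n = 4) in those labelled HFD WT, and the groups overlapped (two-sided exact permutation test, p = 0.0857).

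**Figure D3:**
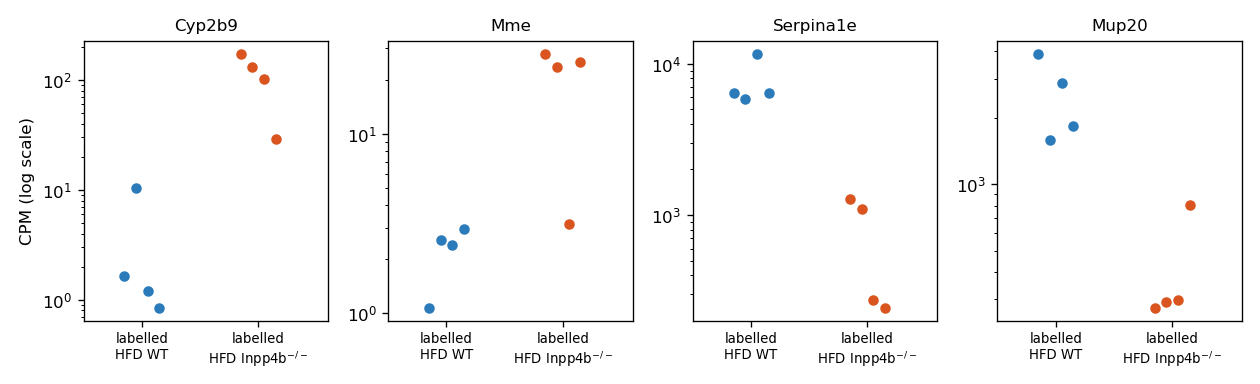
CPM of Cyp2b9, Mme, Serpina1e and Mup20 (vertical axes, log scale) in the 4 libraries labelled HFD WT and the 4 labelled HFD Inpp4b−/−. Each point is 1 library. The groups do not overlap for any of the 4 genes.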

Disparate spatial localization of these proteins suggests the existence of an intermediate regulatory protein. SREBP1 is a transcriptional activator of many lipogenic enzymes, including *Pparg*^44,45^. Based on our RNA-seq analysis, the levels of *Srebf1* mRNA did not significantly increase in *Inpp4b*^−/−^ livers (Fig. 6a). However, activation of SREBP1 requires proteolytic cleavage and nuclear translocation^46,47^. 

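In these libraries *Srebf1* (ENSMUSG00000020538, chromosome 11 of GRCm38, 60199089 to 60222581) had 402 ± 137 CPM (SD, n = 4) in those labelled HFD Inpp4b−/− and 270.2 ± 130.4 CPM (SD, n = 4) in those labelled HFD WT. The log2 fold change was 0.57 (standard error 0.34, adjusted p = 0.492 from edgeR's quasi-likelihood test), and the groups overlapped (two-sided exact permutation test, p = 0.229). Leaving out 1 library at a time gave log2 fold changes from 0.34 to 0.88, none of them past the threshold. The 15 lipogenic genes usually named as SREBP1 targets had a median log2 fold change of 0.07, with 8 higher and 7 lower (camera, adjusted p = 0.601). This median also changed sign with the libraries used, from -0.10 with 4 genes higher without HFD Inpp4b−/− replicate 4 to 0.27 with 12 higher without HFD WT replicate 2. The paper names *Mogat1*, *Cyp2b13* and *Cyp2b9* as primary SREBP1 targets, and neither Cyp2b gene is in this list. *Mogat1* had a log2 fold change of 1.49 (edgeR's adjusted p = 0.354) and *Cyp2b9* of 4.93 (0.0433). *Cyp2b13*, below the expression filter, had a log2 ratio of mean CPM of 4.19. *Fasn* was lower by a log2 fold change of -0.15 (edgeR's adjusted p = 0.894), and *Scd1* was higher by 0.40 (edgeR's adjusted p = 0.564). Neither was larger than the spread between mice.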

Comparison of the precursor (125 kDa) and transcriptionally active (55 kDa) forms of SREBP1 showed a significant increase in both proteins’ levels due to *Inpp4b* knockout and HFD treatment (Fig. 6b, c). We and others have previously reported that INPP4B regulates Akt and PKC^21,22,48^ pathways. Consistently, phosphorylation of AKT, PKCβII, and PKCζ was increased in the livers of HFD-fed and knockout animals with the highest expression in HFD *Inpp4b*^−/−^ group (Fig. 6d–f). Interestingly, phosphorylation of PKCɛ remained unchanged in all groups. Conversely, 16-h treatment of *Inpp4b*^−/−^ males with the Akt inhibitor, AZD5363, and pan-PKC inhibitor, BIM-I, led to a significant decline in both the precursor and mature forms of SREBP1 (Fig. 6g, h). Importantly, the expression of primary SREBP1 target genes, *Mogat1, Cyp2b13*, and *Cyp2b9*^49^, were significantly decreased in the livers of mice treated with the inhibitors BIM-I and AZD5363 confirming direct involvement of Akt and PKC in the regulation of SREBP1 signaling (Fig. 6i).

**Fig. 6:**
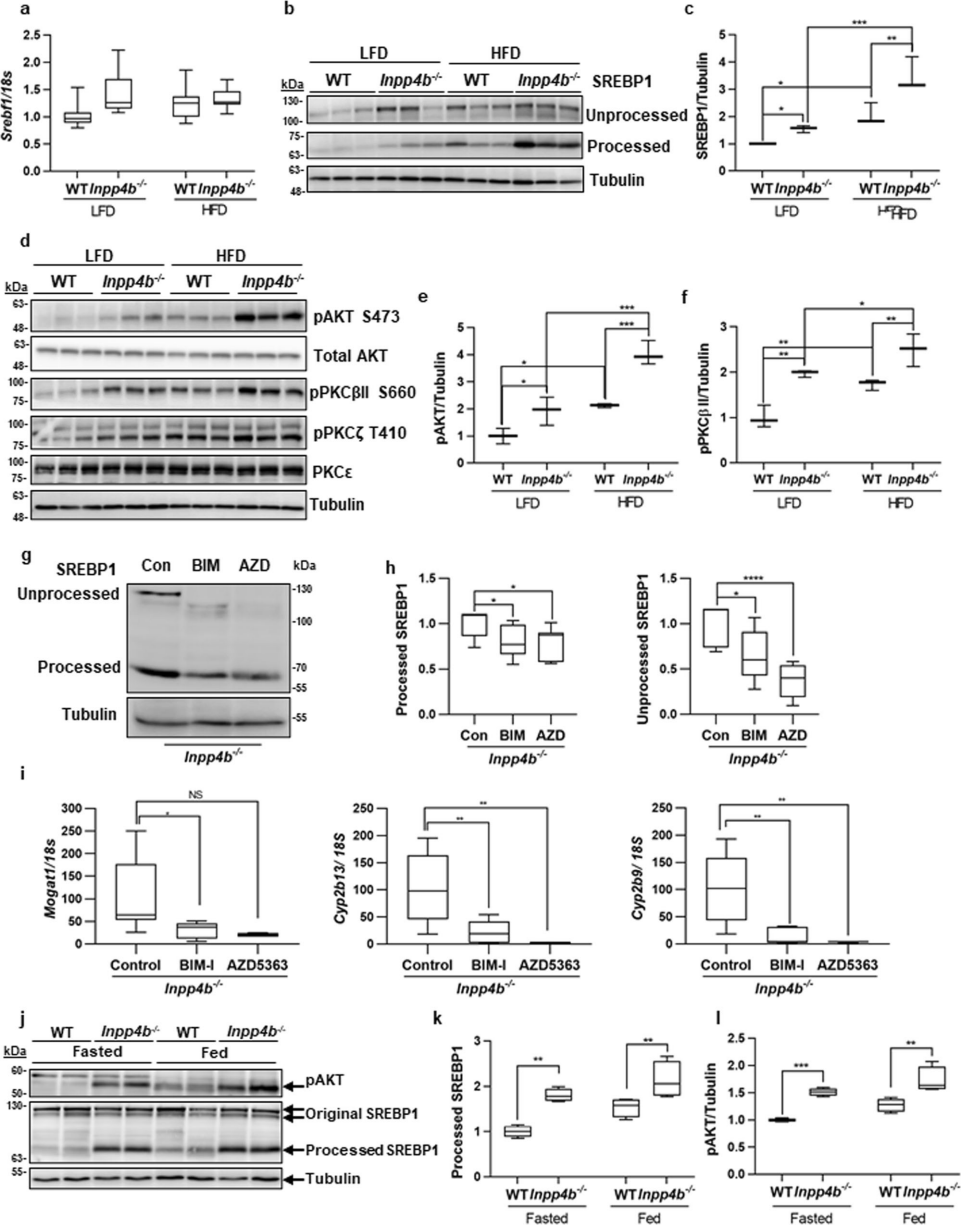
INPP4B regulates lipogenesis and AKT and PKC signaling pathways in mouse liver. **a** RNA from Fig. 4(c–i) were analyzed for *Srebf1* expression by qRT-PCR using *18S* as control. **b** Proteins were extracted from livers of LFD WT, LFD *Inpp4b*^−/−^, HFD WT, and HFD *Inpp4b*^−/−^ mice and used to compare levels of unprocessed SREBP1, processed SREBP1, and tubulin by western blotting. **c** Quantification of processed SREBP1 levels were presented as an average of three independent samples. The protein levels were normalized to tubulin and were shown in fold change from LFD WT. **d** Protein lysates from (**b**) were analyzed for pAKT, total AKT, pPKCβII, pPKCζ, pPKCε, and tubulin using western blotting. **e**, **f** Quantification of pAKT and pPKCβII protein from (**d**) (*N* = 3). **g**–**i** The *Inpp4b*^−/−^ animals were treated with vehicle DMSO (*N* = 4), 6 mg/kg of AZD5363 (*N* = 2) or BIM-I (*N* = 4) for 16 h. Livers were dissected and used for protein and RNA purification. One-way ANOVA (Dunnett’s multiple comparison test) was used. (**g**) Fifty µg of protein extracted from livers of *Inpp4b*^−/−^ animals treated with vehicle, BIM-I, or AZD5363 were used to compare levels of unprocessed and processed forms of SREBP1 and tubulin. (**h**) Quantification of processed or unprocessed SREBP1 proteins in (**g**) (*N* = 4). **i** RNAs purified from livers of *Inpp4b*^−/−^ animals treated with vehicle, BIM-I, or AZD5363 were used to compare expression of SREBP1 target genes *Mogat1*, *Cyp2b13*, and *Cyp2b9* by qRT-PCR using *18S* as control. **j** WT or *Inpp4b*^−/−^ mice were fasted overnight. Protein lysates from fasted and fed mice were isolated and analyzed for pAKT, precursor and processed forms of SREBP1, and tubulin using western blotting. **k**, **l** Quantification of pAKT and processed SREBP1 protein levels from two independent experiments (*N* = 4 for each individual bar) (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001. Exact *p* values are provided in the Source data).

Fasting suppresses lipogenesis by reducing the processing, and therefore activity, of the SREBP1 transcription factor. Remarkably, we found that downregulation of Akt signaling and SREBP1 processing during fasting was abolished in *Inpp4b*^−/−^ males (Fig. 6j–l). There is strong evidence that SREBP1 expression and proteolysis in the liver is induced by insulin, Akt, retinoids, PKC, and its own activated form^46,47,50–55^. Thus, the activation of insulin, retinol, Akt, and PKC signaling pathways in obese knockout males contributes to the proteolytic cleavage of SREBP1 in the livers of HFD *Inpp4b*^−/−^. The cleaved form of SREBP1 is responsible for activating the expression of *Pparg* and other lipogenic enzymes that lead to the development of NAFLD (Figs. 2a, 3, 4, and 5b–f). The inability to cease de novo lipogenesis (DNL) during fasting cycles likely stimulates hepatic accumulation of lipids in *Inpp4b*^−/−^ males.

### HFD causes neoplastic changes in prostates of *Inpp4b*^−/−^ mice

We have previously reported that *Inpp4b*^−/−^ mice on regular chow have the same weight as WT animals and that they do not develop tumors in the first 4 months of age, while some hyperplastic changes developed in 1-year-old animals^56^. The increased leptin/adiponectin ratios and adipose inflammation are risk factors for the development of prostate cancer in men^57,58^ and were observed in HFD *Inpp4b*^−/−^ males. We tested whether metabolic dysfunction triggered by the HFD would lead to an earlier and more severe prostate phenotype in knockout male mice. Indeed, all *Inpp4b*^−/−^ males (*N* = 11) developed high-grade PIN by 11 weeks of age, while none of the WT males (*N* = 8) on the same diet did. Anterior prostate (AP), dorsolateral prostate (DLP), and ventral prostate (VP) lobes exhibited various degrees of epithelial expansion and loss of polarity. The most extensive histological changes were observed in DLP glands, including epithelial and basal layer expansion, piling up of epithelial cells (Fig. 7a, b), loss of polarity (Supplementary Fig. 6a), a discontinuous fibromuscular layer around individual glands (Supplementary Fig. 6b), and nuclear atypia (Supplementary Fig. 6c).

**Fig. 7:**
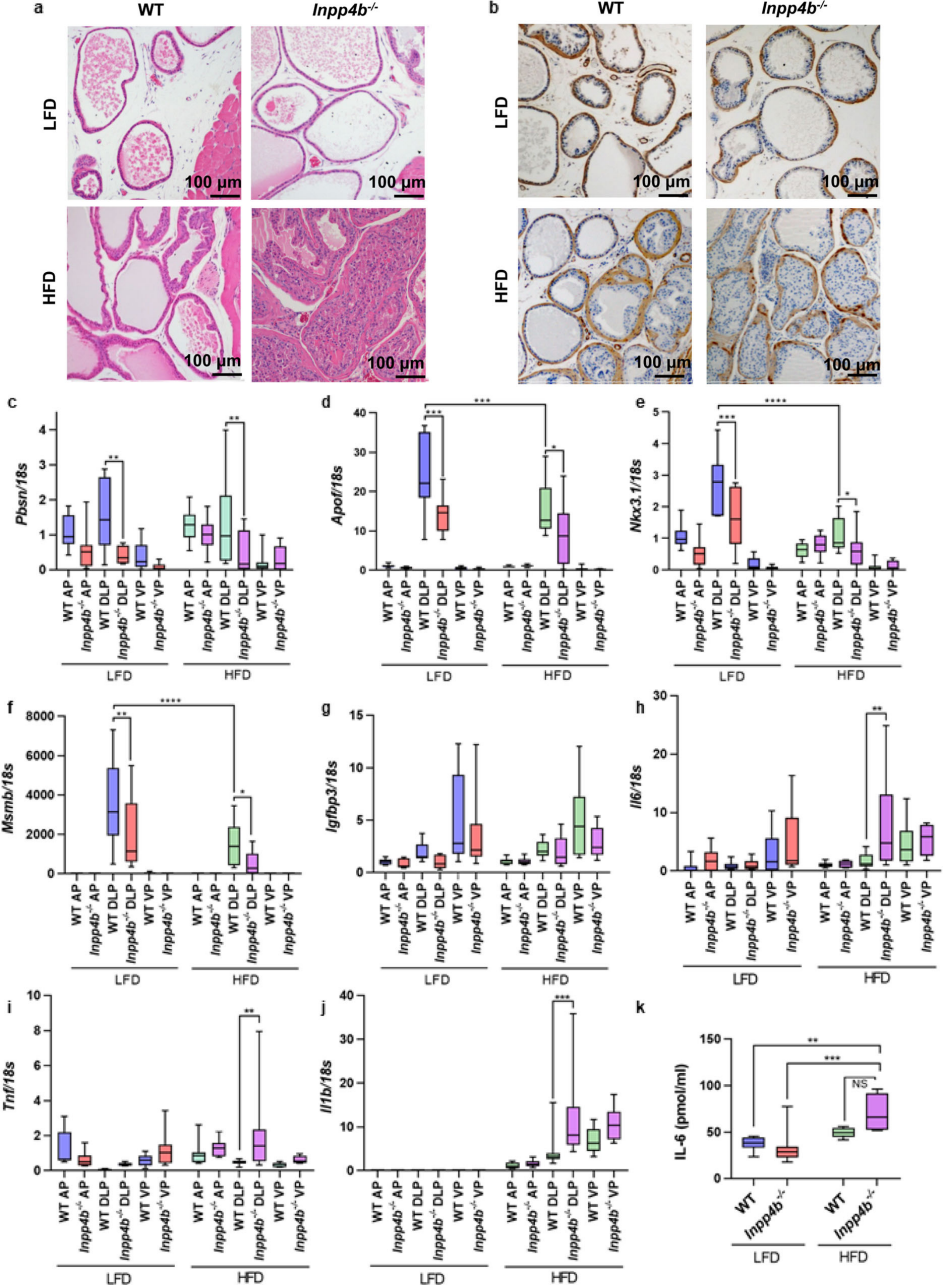
Loss of *Inpp4b* leads to the development of PIN and inflammation in obese males. **a** H&E staining of prostates from LFD WT, LFD *Inpp4b*^−/−^, HFD WT, and HFD *Inpp4b*^−/−^ males. **b** Representative tissue sections from LFD WT, LFD *Inpp4b*^−/−^, HFD WT, and HFD *Inpp4b*^−/−^ prostates were stained for α-SMA and counterstained with hematoxylin. Anterior prostate (AP), dorsolateral prostate (DLP), and ventral prostate (VP) were dissected from LFD WT (*N* = 8), LFD *Inpp4b*^−/−^ (*N* = 8), HFD WT (*N* = 9), and HFD *Inpp4b*^−/−^ (*N* = 9) mice. **c**–**j** RNA was extracted and the expression levels of *Pbsn* (**c**), *Apof* (**d**), *Nkx3.1* (**e**), *Msmb* (**f**), *Igfbp3* (**g**), *Il6* (**h**), *Tnf* (**i**), and *Il1b* (**j**) were compared by qRT-PCR using *18S* as an internal control. **k** Protein concentrations of IL-6 in mouse DLPs were measured using IL-6 ELISA (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001. Exact *p* values are provided in the Source data).

Androgen receptor activity, cell signaling, and inflammation are among the factors most strongly contributing to neoplastic transformation of the prostate^59^. The protein and mRNA levels of AR and PTEN were not significantly altered by INPP4B loss on either diet (Supplementary Fig. 7a–d). While the HFD led to increased macrophage infiltration in the prostates of both WT and mutant males, there was no difference between the two genotypes in *Cd68* expression (Supplementary Fig. 7e). Inflammatory infiltrate was observed in the prostate stromata of obese WT and knockout males (Supplementary Fig. 7f, marked with *). Staining with the Ki67 antibody indicated increased cellular proliferation in the prostates of HFD *Inpp4b*^−/−^ males (Supplementary Fig. 8a, b). While AR protein levels did not change, its transcriptional activity was affected. Expression of AR-induced target genes, *Pbsn*, *Apof*, *Nkx3.1*, and *Msmb*, were significantly decreased in the DLP of LFD *Inpp4b*^−/−^ males (Fig. 7c–f). HFD further decreased expression of AR target genes *Nkx3.1* and *Msmb* (Fig. 7e, f). However, we observed no change in the ability of AR to repress transcription of its target gene *Igfbp3* (Fig. 7g). Interestingly, HFD decreased the levels of *Inpp4b* expression in DLP by almost two-fold (Supplementary Fig. 8c). Levels of pAkt were increased in prostates of LFD *Inpp4b*^−/−^ mice; no further increase was detected in HFD-fed groups (Supplementary Fig. 8d, e). Similarly, levels of PKCβII and pPKCζ were slightly increased in DLP and VP lobes of LFD *Inpp4b*^−/−^ males and treatment with HFD did not further increase the signal (data not shown).

### HFD leads to prostate inflammation in *Inpp4b*^−/−^ males

Inflammation plays a key role in the etiology of prostate cancer^60^. We tested whether the development of prostate neoplasms in the HFD *Inpp4b*^−/−^ males was accompanied by inflammation. In the dorsolateral lobe of the prostates of obese males, *Il6* and *Tnf* mRNA levels were significantly increased in *Inpp4b*^−/−^ mice when compared to WT (Fig. 7h, i). As expected, expression of the potent proinflammatory cytokine, *Il1b*, was undetectable in the prostates of LFD mice. Consumption of HFD induced the expression of *Il1b* in the prostates in both genotypes. In the DLP, the loss of INPP4B resulted in a significant increase in *Il1b* expression when compared to WT (Fig. 7j). Protein levels of the proinflammatory cytokine IL6 were significantly increased in the DLP of HFD-fed *Inpp4b*^−/−^ mice (Fig. 7k). While there are anatomical differences between mice and humans, the mouse DLP is considered most similar to the human peripheral zone, the site of origin of most human prostate cancers^61^. It is also important to note that in the prostate, the dorsolateral region features high level of *Inpp4b* expression (Supplementary Fig. 8c), suggesting a physiological function for INPP4B protein in that lobe.

## Discussion

Metabolic dysfunction is the cause of significant morbidity and mortality due to diabetes, cardiovascular abnormalities, and an increased risk of cancer incidence and mortality. Though epidemiological links between increased calorie consumption, cancer, and diabetes are well established, less is known about the specific genes that protect some obese individuals from metabolic dysfunction and neoplasia. In this report, we show that INPP4B is a key regulator of metabolic health in lean male mice and protects obese mice from diabetes and prostate neoplasia.

INPP4B has been shown to play a tumor suppressor role in prostate, breast, and other cancers^22,48,62,63^, however, *Inpp4b*^−/−^ mice do not develop malignancies^64^. Our data demonstrated significant metabolic changes in *Inpp4b*^−/−^ males at 3 months of age and show that HFD exacerbated these changes. *Inpp4b*^−/−^ males had an elevated fat-to-lean body mass ratio despite a somewhat lower food intake. This was likely due to their reduced activity and associated decline in energy expenditure and respiratory exchange ratio (Fig. 1 and Supplementary Fig. 1). INPP4B-dependent regulation of insulin sensitivity and its downstream Akt and PKC pathways led to the increased circulating levels of insulin and accelerated weight gain in HFD *Inpp4b*^−/−^ males. Hepatic Akt and PKC signaling pathways are required for insulin sensitivity^12^, and, in fact, we observed inefficient glucose clearance and insulin resistance in both LFD and HFD *Inpp4b*^−/−^ animals (Fig. 3 and Supplementary Fig. 4a). *Inpp4b*^−/−^ mice developed hyperglycemia on an LFD and T2D on a HFD. Insulin promotes hepatic lipogenesis largely through upregulation of SREBP1, a transcription factor that potently activates lipogenic pathways^65^. Taniguchi et al. reported that in mouse liver, Akt mediates glucose homeostasis and insulin tolerance while PKCζ stimulates expression of SREBP1^53,66^. Akt and PKC signaling also induce proteolytic cleavage of the SREBP1 precursor protein into a mature transcription factor^46,47^ which regulates the expression and activity of PPARG^67,68^. Consistently, we found that INPP4B loss and a HFD cooperatively induced the levels of pAkt, pPKCβII, pPKCζ, and SREBP1 cleavage, leading to increased expression of *Pparg* and other lipogenic transcripts during fed state (Figs. 5 and 6). SREBP1 processing declines dramatically during fasting to inhibit lipogenesis in the liver. Our data suggest that fasting-induced inhibition of SREBP1 processing is regulated by INPP4B (Fig. 6j–l). As a direct result of these transcriptional and posttranslational changes in the expression and activation of crucial cellular signaling factors, we observed the development of hepatosteatosis, WAT expansion, and inflammation in *Inpp4b*^−/−^ males which in turn were further exacerbated by a HFD. At 3 months of age, both *Inpp4b* knockout and HFD increased circulating levels of the metabolic hormones insulin, C-peptide, leptin, and resistin (Fig. 2). Insulin and C-peptide are the products of the proteolytic cleavage of proinsulin. Increased leptin concentrations correlated with the increases in adipose tissue mass caused by HFD treatment and INPP4B loss (Figs. 1c and 2i). Increased resistin level is also consistent with our phenotype as this hormone mediates insulin resistance and links obesity to T2D in mice and men^69,70^. It is important to note that the *Inpp4b*^−/−^ mouse model closely resembles human NAFLD. The downregulation of hepatic *INPP4B* expression in patients with T2D and advanced hepatosteatosis, as well as a highly significant negative correlation between the expression of *INPP4B* and *PPARG* was observed in livers of obese patients (Figs. 4g–i and 5j).

Metabolic dysfunction and adipose inflammation in HFD *Inpp4b*^−/−^ males affected prostate gland development, as is often observed in men with this condition. HFD *Inpp4b*^−/−^ males were significantly more susceptible to obesity-induced neoplastic transformation of the prostate than the WT males (Fig. 7a, b). Circulating leptin, local inflammation, and activated immune cells in prostate stroma likely contribute to the inflammatory environment of the prostate^71–73^. At 3 months of age, only local inflammation was detected in the prostate (Fig. 7h–k). No significant changes between 4 experimental groups in serum levels of IL-6, TNFα, and IL-1β inflammatory cytokines were detected at 3 months of age. It was established that IL-6 is elevated in tissues of BPH and prostate carcinomas in men^74^ and intratumoral IL-1β levels significantly correlate with biochemical recurrence in prostate cancer patients^75^. Importantly, prostatic neoplasms were detected only in HFD *Inpp4b*^−/−^ males, suggesting a modulatory role for INPP4B in obesity-induced prostatic neoplasms. We have shown that the prostatic glands displayed increased proliferation of the epithelial layer and occasional breach of prostate glands’ fibromuscular membranes (Fig. 7a, b and Supplementary Fig. 6b). Distribution of E-cadherin in normal prostate glands was restricted to the lateral and basal membranes of the secretory epithelium. In neoplastic glands of HFD *Inpp4b*^−/−^, epithelial cells lost their polarity and E-cadherin distributed evenly around the cellular membranes (Supplementary Fig. 6a). Similar to previously reported *c*-*myc*-induced neoplastic lesions in the mouse prostate^76,77^, neoplastic lesions in HFD *Inpp4b*^−/−^ males display hypochromatic, enlarged atypical nuclei with prominent enlarged nucleoli when compared to the more compact and densely stained nuclei of normal prostate epithelium cells (Supplementary Fig. 6c).

To the best of our knowledge, we discovered a novel function of INPP4B. We showed that INPP4B is an essential regulator of metabolic health. INPP4B expression protects the liver from steatosis, mediates insulin sensitivity, and links obesity to neoplastic changes in the prostate epithelium. As shown in Fig. 8, *Inpp4b*-deficient animals developed hyperglycemia on normal chow and T2D on HFD due to decreased insulin sensitivity. The loss of INPP4B induced the activation of hepatic SREBP1, ultimately leading to the development of NAFLD. Only the loss of INPP4B in HFD-fed mice promoted prostate neoplasia, suggesting that INPP4B might provide a functional link between obesity and increased prostate cancer incidence. In both mice and men, a decline in hepatic INPP4B expression correlated with increasing severity of NAFLD. Thus, *Inpp4b*^−/−^ males faithfully reproduce the complex metabolic syndrome in men and, accordingly, the INPP4B signaling cascade should be considered for therapeutic intervention in this wide-spread disease.

**Fig. 8:**
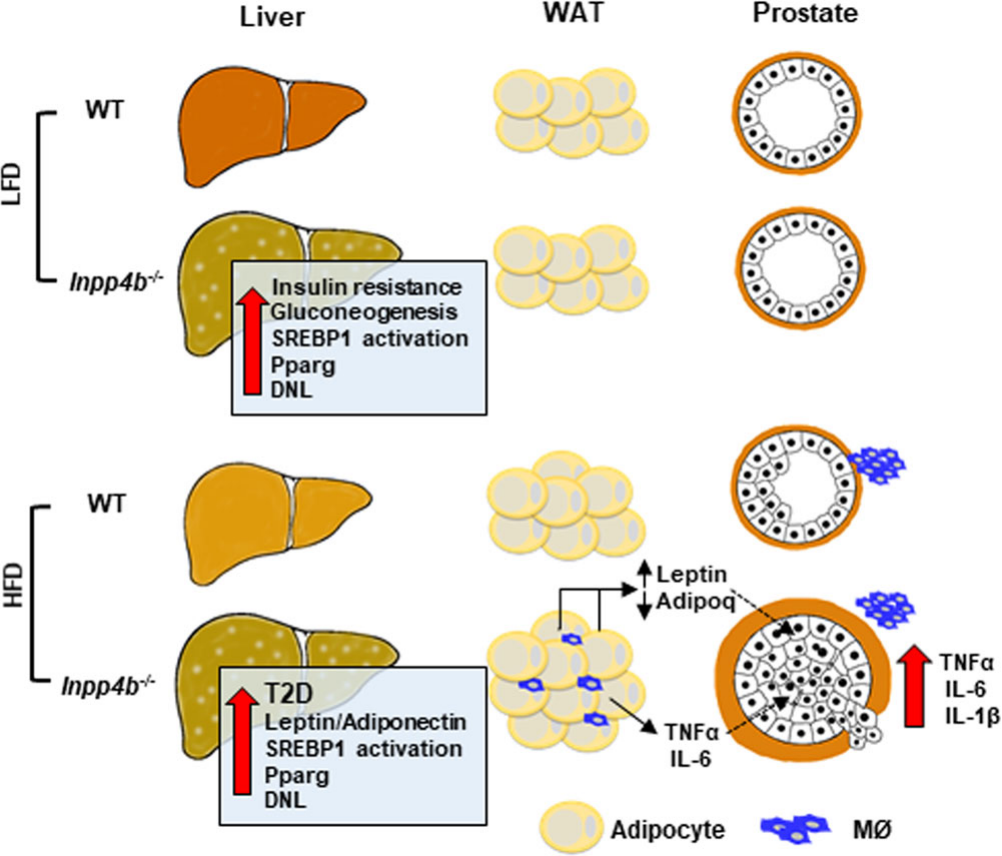
Physiological functions of *INPP4B* in liver, WAT, and prostate. The loss of INPP4B activates SREBP1, stimulates hepatic expression of *Pparg*, causing liver steatosis, insulin resistance, de novo lipogenesis (DNL), and an increased rate of gluconeogenesis. When consuming a HFD, the *Inpp4b*^−/−^ males developed type 2 diabetes, inflammation, and macrophage (MØ) infiltration of WAT, DNL, and an increased leptin/adiponectin ratio, all of which were shown to stimulate the development of PIN. Consumption of a HFD promoted macrophage infiltration in the prostates of both WT and *Inpp4b*^−/−^ mice; however, increased production of proinflammatory cytokines was only evident in dorsolateral lobes of prostates of *Inpp4b*^−/−^ mice.

## Methods

### Animal studies

Animals were housed at AAALAC certified facility at Florida International University. All protocols were approved by Florida International University Institutional Animal Care and Use Committee. *Inpp4b*^−/−^ mice were provided by Dr. Vacher and bred into an FVB background^56,78^. WT and *Inpp4b*^−/−^ males were fed with either LFD (LabDiet 5V75, St. Louis, MO) or HFD (TestDiet 58R3, St. Louis, MO). The HFD consisted of 59.4% fat, 25.7% carbohydrate, and 14.9% protein (total 22.8 kJ/g), whereas the regular chow contained 12.9% fat, 63.8% carbohydrate, and 23.2% protein (total 13.6 kJ/g). LFD groups were continuously maintained on LFD. For HFD cohorts, dams were fed the designated diet for 1 month prior to mating, during pregnancy, and 3 weeks lactation. Male pups were maintained on the HFD until euthanasia^79,80^. Mouse body weights were measured once a week. All LFD WT, LFD *Inpp4b*^−/−^, HFD WT, and HFD *Inpp4b*^−/−^ mice were euthanized and dissected at 12 weeks and their tissues were collected for analysis. Six-month-old *Inpp4b*^−/−^ mice were treated with DMSO control, or 6 mg/kg of Akt inhibitor AZD5363 (SelleckChem, Houston, TX) or PKC inhibitor BIM-I (AdipoGen, San Diego, CA) by intraperitoneal injection. After 16-h treatment, mice were euthanized, and livers were collected for gene and protein analyses.

### Hemodynamic measurements

Eleven-week-old HFD, WT, and *Inpp4b*^−/−^ mice were anesthetized with 2% isoflurane in 100% oxygen. Each mouse was placed on a heating platform with the temperature between 38 and 40 °C. A tail cuff connected to the pressurizing tubing was placed at the base of the mouse tail and attached to the CODA monitor (Kent Scientific, Torrington, CT). The heart rate, systolic, diastolic, and mean blood pressure where recorded using a non-invasive blood pressure system Coda Monitor Noninvasive Blood Pressure System with Coda Mouse Cuff Kit (Kent Scientific, Torrington, CT).

### Indirect calorimetry and body composition analysis

Indirect calorimetry and body composition analysis were performed at Vanderbilt Mouse Metabolic Phenotyping Center. Eight WT and ten *Inpp4b*^−/−^ males were individually placed in metabolic cages (identical to home cages with bedding) in a 12 h light/dark cycle, temperature/humidity-controlled dedicated room located in the Vanderbilt MMPC. Energy expenditure measures were obtained by indirect calorimetry (Promethion, Sable Systems, Las Vegas, NV). The calorimetry system consists of cages identical to home cages with bedding equipped with water bottles and food hoppers connected to load cells for food and water intake monitoring. All animals had ad libitum access to standard rodent chow and water. The air within the cages is sampled through microperforated stainless-steel sampling tubes that ensure uniform cage air sampling. Promethion utilizes a pull-mode, negative pressure system with an excurrent flow rate set at 2000 ml/min. Water vapor is continuously measured and its dilution effect on O_2_ and CO_2_ are mathematically compensated for in the analysis stream^81^. O_2_ consumption and CO_2_ production are measured for each mouse every 5 min for 30 s. Incurrent air reference values are determined every 4 cages. Respiratory quotient (RQ) is calculated as the ratio of CO_2_ production over O_2_ consumption. Energy expenditure is calculated using the Weir equation: EE (kcal/h) = 60 × (0.003941 × VO_2_(ml/min) + 0.001106 × VCO_2_(ml/min))^82^. Ambulatory activity was determined every second with XYZ beams. Data acquisition and instrument control were coordinated by MetaScreen v2.2.18 and the raw data were processed using ExpeData v1.7.30 (Sable Systems). Body composition in awake animals was determined at the Vanderbilt Mouse Metabolic Phenotyping Center by NMR using Bruker Minispec body composition analyzer (Bruker Optics, Billerica, MA).

### Gene expression analysis

RNA was isolated from tissues using Tri Reagent (Molecular Research Center, Cincinnati, OH) and reverse transcribed using a Verso cDNA synthesis Kit (Thermo Fisher Scientific, Waltham, MA). The quantitative real-time PCR was performed using primers and probes from Universal Probe Library (Supplementary Data 1) (Roche, Basel, Switzerland) and a Roche 480 LightCycler (Roche). For gene expression analysis, samples were from LFD WT (*N* = 12), LFD *Inpp4b*^−/−^ (*N* = 11), HFD WT (*N* = 9), and HFD *Inpp4b*^−/−^ (*N* = 11) mice.

### Glucose tolerance test (GTT) and pyruvate tolerance test (PTT)

The glucose tolerance tests were performed on 11-week-old males as previously described^83^. Briefly, after 6 h of fasting, mice (*N* ≥ 8) were weighed and given 2 g/kg of glucose (Sigma-Aldrich, St. Louis, MO) through a gavage needle (18 G, 5.08 cm; Cadence Science, Cranston, RI). A drop of blood was sampled from each mouse at 0, 15, 30, 60, 90, and 120 min after oral gavage and the glucose concentration was determined immediately using the ACCU-CHEK Nano SmartView glucometer (Roche Diagnostics, Indianapolis, IN). For pyruvate tolerance testing, mice were fasted overnight, followed by intraperitoneal injection of pyruvate (1.5 g/kg, Sigma-Aldrich, St. Louis, MO). The blood glucose levels were measured as above.

### Insulin tolerance test (ITT)

Four-month-old LFD WT (*N* = 5) and LFD *Inpp4b*^−/−^ (*N* = 9) male mice were fasted for 3 h in clean cages with standard light/dark cycle and free access to water. The mice were weighed and given 0.75 U/kg Humulin R insulin (Eli Lilly and Company, Indianapolis, IN) by intraperitoneal injection. A drop of blood was sampled from each mouse immediately before insulin injection and 30, 60, 90, and 120 min after. Glucose concentrations were determined using the ACCU-CHEK Nano SmartView glucometer (Roche Diagnostics, Indianapolis, IN).

### ELISA and adipokine array

Blood insulin levels were determined using the Ultra Sensitive Mouse Insulin ELISA Kit (Crystal Chem, Elk Grove Village, IL) according to the manufacturer’s instructions. Briefly, 5 µl of blood serum from LFD WT (*N* = 23), LFD *Inpp4b*^−/−^ (*N* = 20), HFD WT (*N* = 9), and HFD *Inpp4b*^−/−^ (*N* = 9) mice were used for the test. The insulin concentrations were measured using a CLARIOstar plate reader (BMG Labtech, Cary, NC). A Mouse IL6 ELISA kit (Sigma-Aldrich) was used to determine the IL6 level in LFD WT (*N* = 6), LFD *Inpp4b*^−/−^ (*N* = 10), HFD WT (*N* = 5), and HFD *Inpp4b*^−/−^ (*N* = 5) mouse DLPs. Adipokines and proinflammatory cytokines were detected in WAT protein extracts using the Proteome Profiler Mouse Adipokine Array Kit (R&D Systems, Minneapolis, MN). Samples from five mice in each group were pooled and used for analysis. The signal was captured using an ImageQuant LAS 500 imager (GE Healthcare, Chicago, IL).

### Multiplex analysis of metabolic cytokines and hormones

The serum from LFD WT (*N* = 11), LFD *Inpp4b*^−/−^ (*N* = 11), HFD WT (*N* = 9), HFD *Inpp4b*^−/−^ (*N* = 9) male mice was analyzed for the following cytokines and chemokines: Amylin (active), C-Peptide 2, GIP (total), GLP-1(active), Ghrelin (active), Glucagon, Insulin, Leptin, PP, PYY, and Resistin. The analysis was done using the Mouse Metabolic 11-plex Arrays (Eve Technologies, Calgary, AB, Canada).

### Morphometric quantification of steatosis

Liver steatosis was evaluated by measuring the surface of the unstained area of the H&E stained liver sections per field using 40X magnification. Five mice were selected from each group and 10 different areas from each mouse were counted using ImageJ software (National Institute of Mental Health, Bethesda, USA).

### Oil red O staining

Fresh liver tissue was placed in OCT medium and snap frozen in liquid nitrogen. Liver samples were cut into 12 μm sections and attached to glass slides. Oil red O was dissolved in hot propylene glycol and filtered through Whatman #2 filter paper. Slides were fixed in 4% PFA, rinsed with distilled water and propylene glycol followed by staining with Oil red O and counterstained with hematoxylin. All images were acquired using an AxioCam MRc5 camera (Zeiss, Thornwood, NY).

### Determination of triglycerides in mouse liver

The total triglycerides in liver were measured in LFD WT (*N* = 8), LFD *Inpp4b*^−/−^ (*N* = 8), HFD WT (*N* = 6), and HFD *Inpp4b*^−/−^ (*N* = 4) mice using a Triglyceride Colorimetric Assay Kit (Cayman Chemical, Ann Arbor, MI). The assay was performed according to the manufacturer’s instruction. The total amount of triglycerides in liver was calculated.

### RNA sequencing and data analysis

RNA was isolated as described above from HFD WT (*N* = 4) and HFD *Inpp4b*^−/−^ (*N* = 4), and submitted to Novogene for RNA sequencing. The libraries were generated using the NEBNext^®^ Ultra™ RNA Library Prep Kit and used for Illumina 150-bp paired-end sequencing. Quality control assessment was done using Illumina RNA-seq pipeline to estimate genomic coverage, percent alignment, and nucleotide quality. Raw reads were mapped to the reference mouse genome (the most recent build GRCm38) using HISAT2^84^ and STAR^85^ software. The reads for each gene aligned by HISAT2 were counted using HTSeq software^86^. Alignment by STAR was run with the option “—quantMode Gene Counts” that allowed counting of reads aligned to each gene. Raw counts from HTSeq and STAR were imported into Bioconductor/R package DESeq2^87^, normalized, and tested for differential gene expression. This analysis was done separately for the files produced by each aligner. In each analysis we selected genes that were differentially expressed based on the criteria of false discovery rate (FDR) <10% and fold change >1.3 in either direction. Genes that showed differential expression after analysis of the files from both aligners have been selected for further analysis. Data has been uploaded to NCBI’s gene expression omnibus (GEO) database with accession number GSE134466.

### Pathway analysis and Gene Ontology (GO) analysis

Biological processes and pathways affected by INPP4B knockout in mouse liver were performed using GSEA (http://www.broad.mit.edu/gsea/index.html) and DAVID (the Database for Annotation, Visualization and Integrated Discovery) analysis with DEGs obtained from the RNA-seq analysis. The gene sets for KEGG pathways (c2 KEGG curated) and GO analysis (c5 curated) were acquired from Molecular Signatures Database (http://software.broadinstitute.org/gsea/msigdb/index.jsp). The normalized enrichment score (NES) with FDR < 25% or *p* value < 0.05 was considered significant^88^.

### Immunohistochemistry

Paraffin-embedded tissues were sectioned at 5 µM, and deparaffinized. For H&E, sections were then stained with Harris’ Alum Hematoxylin (#638A-85, Millipore, Burlington, MA) and Eosin-Y-Solution (#314–630, Thermo Fisher Scientific)^56^. For immunohistochemistry, antigen retrieval was done by heating slides at 99 °C for 15 min in 10 mM citrate buffer, pH = 6. Sections were blocked in 1% H_2_O_2_ in water and 5% BSA in PBS. Primary antibodies were diluted in PBS at 1:6000 for α-SMA (#ab5694, AbCam, Cambridge, MA), 1:60,000 for insulin (#ab181547, AbCam), 1:500 for E-cadherin (#3195, Cell Signaling, Danvers, MA), and 1:200 in Ki67 (#RB-1510-P1, Thermo Fisher Scientific). Antibodies were incubated overnight at 4 °C or for 1 h at room temperature. Sections were washed and incubated with biotinylated anti-rabbit secondary antibody for 18 min, followed by incubation with streptavidin-conjugated peroxidase for 30 min using the Vectastain ABC Kit (Vector Laboratories, Burlingame, CA). The staining was developed using the ImmPACT DAB Peroxidase Substrate Kit (Vector Labs, Burlingame, CA) and then the slides were counterstained with hematoxylin.

### Western blotting

Mouse tissues were homogenized with a glass grinder in ice-cold RIPA buffer with protease and phosphatase inhibitors (GenDepot, Barker, TX). Cleared lysates were diluted to 4 µg/µl and 15–30 µg of protein was resolved on a 7.5–10% SDS-PAGE. For immunoblotting, the following primary antibodies and dilutions were used: rabbit antibodies total Akt (1:1000, #4691, Cell Signaling, Danvers, MA), pPKCζ T410 (1:1000, # 2060, Cell Signaling), pPKCβII S660 (1:1000, #9371, Cell Signaling), FAS (1:1000, #3180, Cell Signaling), HK2 (1:1000, #2867, Cell Signaling), PTEN (1:1000, #9188, Cell Signaling), primary mouse antibodies pAkt S473 (1:1000, #4051, Cell Signaling), β-tubulin (1:5000, #05–661, Millipore), SREBP1 (1:1000, NB #600-582, Novus Biologicals, Littleton, CO), CD68 (1:800, #ab 125212, AbCam, Cambridge, MA), and primary sheep antibody PKCε (1:2000, AF5134, R&D Systems, Minneapolis, MN). The following secondary antibodies were used: rabbit IgG (1:2000, W4011, Promega, Madison, WI), mouse IgG (1:2000, W4021, Promega), and sheep IgG (1:1000, HAF016, R&D systems). The signal was captured using an ImageQuant LAS 500 imager and analyzed by ImageQuant TL software (GE Healthcare, Chicago, IL).

### Statistics and reproducibility

All data are presented as mean ± SEM, unless otherwise stated. Two-way ANOVA (Sidak multiple comparison test) for 4 groups and two-tailed Student’s *t*-test for 2 groups were performed by Prism 7.0. The *p* value < 0.05 and confidence level of 95% were considered statistically significant. Individual *p* values are reported in figure legends and/or in Source data (reported in Supplementary Data 2). For the box plots, the whiskers go down to the smallest value and up to the largest. The box extends from the 25th to 75th percentiles. Center line is plotted at the median.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Source data are available in Supplementary Data 2. RNA-sequencing data have been deposited in NCBI’s Sequence Read Archive (SRA) database with accession number GSE134466. The datasets that support the findings of this study are available in (https://www.ncbi.nlm.nih.gov/geo/) with the accession numbers and DOIs: GSE15653 (10.1210/jc.2009-0212), GSE126848 (10.1152/ajpgi.00358.2018), GSE89091 (10.1038/s41374-018-0088-6) and GSE24335 (10.1101/gr.112821.110). Source data for Figs. 1–7 and Supplementary Figs. 1, 3, 4, 5, 7, 8 are available in Supplementary Data 2.

# Supplementary material for: INPP4B protects from metabolic syndrome and associated disorders
**Source:** Commun Biol. 2021 Mar 26;4:416. doi: 10.1038/s42003-021-01940-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Primers and probes used for gene expression analysis.

**File Name:** Supplementary Data 2

**Description:** Source data for Figures 1-7 and Supplementary Figures 1,3,4,5,7,8.

How the deposited data were processed for this re-analysis (not part of the article)

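Liver RNA-seq libraries of 4 HFD WT and 4 HFD Inpp4b−/− male mice were analysed. The genotype, replicate number and age of each library came from the sample labels, and the diet from the paper. The authors aligned 150-bp paired-end reads to GRCm38 with HISAT2, counted the reads of each gene with HTSeq and deposited raw counts. The deposited count table held only genes with at least 1 read in all libraries of one genotype, 18095 genes in all, of which 13939 are protein-coding. The authors also deposited a normalized signal, in which each count is divided by a size factor of its library. The ratio of count to signal was constant within each library, so the raw counts were used. All 18095 identifiers matched GENCODE M21, which gave symbols, coordinates and exon lengths. The annotation release and strand setting of the authors' counting are not named in the paper's text, so genes that overlap, or that have near-identical copies such as the Cyp2b, Cyp4a, Mup, Serpina1, Hba and Saa genes, have uncertain counts. The counts from STAR and the KEGG and GO gene sets that the paper used were not analysed here.

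Totals per library were 25893430 to 31427831 in HFD WT and 32738435 to 36662531 in HFD Inpp4b−/−. A gene with 3 counts or fewer in every library of a group was taken as at the limit of detection, and its fold was computed against that limit. This limit covers counting error only.

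The counts were fitted with edgeR 4.0.16 (TMM, filterByExpr, estimateDisp, glmQLFit and glmQLFTest, with no covariate). A gene was called at a Benjamini-Hochberg adjusted p under 0.10 and a fold change over 1.3. The biological coefficient of variation was 0.251. For genes below the filter, the main value was the log2 ratio of mean CPM with a two-sided exact permutation test over the 70 arrangements of 4 against 4, whose smallest p is 0.029, after 0.1 CPM was added before log2. Gene sets were tested with limma 3.58.1 by camera on log2 CPM (prior count 2), and the called genes with a one-sided Fisher's exact test. There were 19 gene lists and 15 Reactome sets from fgsea 1.28.0, of which 31 had at least 5 tested genes. They were written by hand or chosen before the data were examined, as were the main tests, the alternatives and the rule for naming genes. Further tests were chosen after the results were seen, as the closing sections state. The adjusted p of 0.05 for set tests was chosen after the counts had been obtained and before any set result was seen. DESeq2 1.42.0, other normalizations, filters and thresholds, prior count 0.5, fry, an estimated correlation, a replicate block and leaving out each library were the alternatives. R 4.3.3 and Python 3.11.15 with scipy 1.17.1 were used.

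The genes named are those whose liver expression the paper names, the called members of the lists written by hand, and the 5 largest rises and 5 largest falls among called genes with a mean of at least 50 counts, no overlap between the groups and a symbol of a named gene. The 16 further genes needed to describe a list (such as *Xist*, *Saa1*, *Fasn* and *Fabp4*) were chosen after their values were seen.

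The procedure was tested on counts simulated from the real means, library sizes and dispersions, with 200 genes changed. edgeR called 193 of them with 13 false calls among 206 (6.31%), and DESeq2 called 196 with 63 false calls among 259 (24.3%). The dispersion of genes below the filter was changed after a first simulation was seen. With the other dispersion, false calls were 8.06% for edgeR and 29.4% for DESeq2. The changed genes had a mean of at least 50 counts and larger changes than most genes called here (median absolute log2 fold change 0.942). The simulation thus does not measure power for smaller changes. With the first dispersion, DESeq2 tested 15988 genes and edgeR 14865. The shares of false calls thus do not cover the same genes, and the dispersion of genes below edgeR's filter was assumed.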

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

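The tests of the male-biased genes outside chromosome 4, of *Xist* beside them, of neighbours from different gene families and of the share of called genes on each chromosome were chosen after the results were seen. Directions follow the labels, against which the *Inpp4b* counts did not fall.

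A library far from the other 3 of its group (past Dixon's 95% limit) was found in 7 of 174 groups examined, where chance, about 1 in 20, would give 8.7. Of the 7, 4 were in HFD WT replicate 2. It had 10.33 CPM of *Cyp2b9* against at most 1.66 in the other HFD WT libraries, 0.2205 CPM of *Cyp2b13* against 0, 86.83 CPM of *Cyp2b10* against at most 1.78, and a mean log2 CPM of 2.2 for the female-biased liver genes against at most 0.34. These 4 values are not independent, since the Cyp2b genes are in the list and can share reads. The others were 806.7 CPM of *Mup20* in HFD Inpp4b−/− replicate 4 against at most 299.7, 9989 CPM of *Scd1* in HFD Inpp4b−/− replicate 4 against at most 4419, and 11590 CPM of *Serpina1e* in HFD WT replicate 3 against at most 6408. Without HFD WT replicate 2, 345 genes were called. A female mouse among the libraries is excluded, since the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were at 13.44 CPM or more in each of the 8 libraries. No biological explanation of single libraries was tested.

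Within 20 Mb of *Inpp4b*, 23 of 308 tested genes were called (7.468%), against 151 of 14558 elsewhere (1.04%; one-sided Fisher's exact test, p = 1.43e-12). Of the 23, 14 were higher and 9 lower in the libraries labelled HFD Inpp4b−/−. On the rest of chromosome 8, 16 of 520 were called, and outside chromosome 8 135 of 14038. A candidate explanation is a segment of chromosome 8 carried over from the strain in which the knockout was made. The share near *Inpp4b* would then be higher than elsewhere, as it was. This share is the result to be explained, so it is not a separate test of the explanation. An effect of the deletion on its neighbours stays open. The paper does not report this.

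Outside chromosome 8, 6 pairs of neighbouring tested genes were both called, against 1.27 on average in 10000 shuffles of the calls (permutation test, p = 0.0017). Differences in genetic background outside chromosome 8 could give such pairs. So could related genes that lie side by side, since 3 of the 6 pairs had symbols with the same first 3 letters. The remaining 3 pairs were more than the 1.21 that shuffling gave on average, but within its spread (permutation test, p = 0.12). The 2 explanations cannot be told apart, as the pairs are too few, and overlapping genes can also share reads. Of the 26 chromosomes and contigs, chromosome 4 was the one besides chromosome 8 whose share of called genes passed a test against the others, 25 of 931 (2.69%, against 1.17% of all tested genes; one-sided Fisher's exact test, adjusted p = 0.00109), and 3 of the 6 pairs lie on it. The Mup and Cyp4a clusters of related genes lie there too, so this share leaves both explanations open.

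The 23 male-biased liver genes were lower in the libraries labelled HFD Inpp4b−/−, by a mean of -1.1778 log2 CPM, in 20 of 23 genes and without overlap between libraries (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, 0.0984 after Benjamini-Hochberg adjustment over 31 sets). Of these genes 7 were called, where 0.269 would be by chance (one-sided Fisher's exact test, adjusted p = 1.73e-07). The Mup and Cyp4a clusters on chromosome 4 are not the whole of it, as the 17 genes outside chromosome 4 had a median log2 fold change of -0.6735, with 15 lower. A female mouse is excluded here too, since *Xist* reached at most 0.8045 CPM. Genetic background stays open, as do the genotype and a difference between the cohorts, whose animal numbers do not overlap between genotypes.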

How the results depend on the processing

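The number of differentially expressed genes (174, with 82 higher and 92 lower) stayed within 1.5 times with DESeq2's size factors in edgeR (170), upper quartile normalization (170), no filter beyond 1 count (160), at least 10 counts in every library (140) and no fold change threshold (181). DESeq2 called 688 genes, 327 higher and 361 lower, and an adjusted p under 0.05 left 71 genes, 32 higher and 39 lower, since the threshold is stricter. A fold change over 2 left 83 genes, 31 higher and 52 lower. The cause of DESeq2's higher number was not tested on these counts, though in simulated counts it made 24.3% false calls.

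Leaving out 1 library at a time gave from 53 genes (without HFD Inpp4b−/− replicate 2) to 345 genes (without HFD WT replicate 2), from 26 to 143 higher and from 27 to 202 lower. Fewer samples lower the power of each such fit, which does not explain the rise to 345, whose cause was not tested. The number of gene sets past the threshold ranged from 11 to 15 in these fits, where 5 sets lost and 5 gained an adjusted p under 0.05.

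The replicate numbers do not pair the libraries. The correlations of the deviations of same-numbered libraries were -0.114, -0.131, -0.01 and -0.17, against -0.034 to 0.139 for the other pairs. With the replicate number as a block, 26 genes were called, 9 higher and 17 lower, 25 of them among the 174, and 11 gene sets passed, without the PPARA target genes (0.0899) and peroxisomal lipid metabolism. Of the named genes, 16 lost the call.

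Of the 13 gene sets that passed with camera at the preset correlation, 0 passed with the correlation estimated, and 8 sets passed with fry, 6 of them among the 13. Prior count 0.5 gave 14, DESeq2's size factors 13 and at least 10 counts in every library 12. The 4 over-represented sets (male-biased liver genes, cytochrome P450 and both olfactory sets) stayed over-represented at an adjusted p under 0.05 for genes. With DESeq2's calls there were 5, as the hand list of olfactory receptor genes left (0.0551) and the PPARA target (0.0309) and female-biased liver genes (0.000363) entered. With edgeR's calls, each olfactory set had 2 called of 6 tested genes, those of the hand list being the neighbours *Olfr1033* and *Olfr1034*. Both sets hold *Olfr1033*, so they are not independent results, and Fisher's exact test counts neighbours as separate genes.

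*Pparg* kept its direction in all 14 alternative fits, with log2 fold changes from 1.40 to 2.65, and passed the threshold with DESeq2 alone (log2 fold change 1.72, adjusted p = 0.0858, where the adjusted p ranged up to 0.488). The cause was not tested. *Srebf1* ranged from 0.34 to 0.88 and *Inpp4b* from 0.26 to 0.99, neither past the threshold in any fit that tested it. *Inpp4b* was below the filter in the others, which gave no value.

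Among the other named genes, DESeq2 made 6 calls that edgeR did not, for *Cd36*, *Cyp2b13*, *Hao2*, *Mup7*, *Saa1* and *Saa2*. Of the called genes, 14 lost the call in at least 1 fit without a library, *Cyp2b9* among them (adjusted p up to 0.121). The sign changed in such fits for 6 genes with no call: *Ppara* (from -0.22 to 0.077), *Cd68* (from -0.20 to 0.21), *Xist* (from -0.76 to 0.22), *Uty* (from -0.017 to 0.078), *Fasn* (from -0.51 to 0.20) and *Scd1* (from -0.00037 to 0.51).

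Depth limits the genes at few counts. *Inpp4b*, *Cyp2b13* and *Hao2* were below the filter of the main test.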

Differences from the paper's values

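The paper's source data give qRT-PCR values per mouse for 5 genes also tested here (*Cd36* from a sheet headed CD68, so its value is uncertain), and for none of them did the log2 difference between HFD Inpp4b−/− and HFD WT differ from the RNA-seq value by more than the spread between mice. Without HFD WT replicate 2, *Srebf1* did (0.88 against the paper's 0.11). The spread is the pooled SD of single mice, for *Vldlr* 1.41 in the qRT-PCR and 1.31 in the RNA-seq. It is wider than the error of a group mean, so only a large difference could show.

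The paper names *Pparg*, *Cd36*, *Mogat1* and *Vldlr* as increased. In these libraries none of them passed the threshold with edgeR over all tested genes (adjusted p = 0.279, 0.201, 0.354 and 0.402). When edgeR's p was adjusted over the tested genes that the paper names alone, *Pparg* (0.0644), *Cd36* (0.0356) and *Mogat1* (0.0951) were under 0.10. *Vldlr* (0.113) was not. This list may not be independent of these data, since the paper names most of its genes after its RNA-seq of these livers. With DESeq2, *Pparg* (adjusted p = 0.0858) and *Cd36* (adjusted p = 0.0411) passed, and *Mogat1* (0.37) and *Vldlr* (0.447) did not. The paper also names *Cyp2b13* and *Hao2* as increased. Both were below the main filter and passed with DESeq2 (adjusted p = 0.0072 and 0.00378), *Cyp2b13* also with edgeR without HFD WT replicate 2 (0.0746) and *Hao2* without HFD Inpp4b−/− replicate 4 (0.0577). Of the terms in Fig. 5b, pyruvate metabolism, retinol metabolism and glycolysis had Reactome stand-ins, which are other sets than KEGG's, and these did not pass with camera (adjusted p = 0.601, 0.227 and 0.227). They did not pass with fry either (0.273, 0.149 and 0.115). Neither did the stand-ins for drug metabolism by cytochrome P450 (camera 0.727 and fry 0.864), steroid hormones (0.903 and 0.764) and glycerolipids (0.257 and 0.363), though the cytochrome P450 set was over-represented among the called genes, and the stand-ins for oxidative phosphorylation, peroxisome, fatty acid and glycerophospholipid metabolism passed with camera. All were judged at an adjusted p of 0.05, while the paper's FDR limit for gene sets was looser. Under that limit the retinol and glycolysis stand-ins would pass with camera and fry, and the others that failed would not. With camera's correlation estimated, these 2 would not pass either (adjusted p = 0.555 for both).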

Other observations

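The tests of the exchanged labels, of the reads outside the deletion, of sequencing depth, of short genes and nuclear genes, of *Fabp4*, *Cidec* and *Adrb3*, of the female-biased genes without single libraries and of the splits for gene sets and over-represented sets were chosen after the results were seen. Directions follow the labels, against which the *Inpp4b* counts did not fall.

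Of the 35 splits of the 8 libraries into 4 and 4, 1, the labelled one, gave as many as 174 differentially expressed genes. The other 34 gave at most 3, and 31 of them gave 0, although up to 1453 genes had an unadjusted p under 0.05. As many as 4 over-represented sets were found in 1 of the 35 splits, the labelled one. This only repeats the result for genes, since the other splits had too few called genes to test for over-representation. As many as 13 gene sets past the threshold of camera were found in 2 of the 35 splits, so another grouping of these mice gave as many sets, and the set results rest less firmly on the genotypes than the gene calls.

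The *Inpp4b* counts were not lower in the libraries labelled HFD Inpp4b−/−. An exchange of 1 library of each genotype is argued against, as the 16 splits that make one gave at most 3 genes. An exchange of all labels between the mice and the libraries is argued against by *Cyp2b9*. The paper's qRT-PCR found it higher in HFD Inpp4b−/− mice, and its log2 fold change here was 4.931 in the same direction. An exchange made before both measurements would give the same agreement and stays open. Reads from parts of the gene outside the deletion may be counted, and at 0.465 CPM on average in the libraries labelled HFD Inpp4b−/− this cannot be told apart from expression, as a count per gene does not show where reads lie.

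A different time of dissection could change many genes. Clock genes of opposite phase moved apart by 0.203 log2 CPM between the groups, within the spread between mice (two-sided exact permutation test, p = 0.314). With edgeR, 0 of 15 tested clock genes were called (lowest adjusted p 0.137), and 1 had an adjusted p under 0.10 when adjusted over the list alone. With DESeq2, 1 of 16 was called. A difference in time cannot be told apart from none here, as no level of shift that would matter was set for these genes and the libraries are few.

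Gene length and GC content are not the whole cause of the calls, since 159 genes were called with both trends removed, 151 of them among the 174. The deeper sequencing of the libraries labelled HFD Inpp4b−/− is not either, as 170 genes were called with every library thinned to one total, 161 of them among the 174.

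*Cyp2b9*, *Cyp2b13* and *Hao2*, which the paper names as sexually dimorphic, were higher in the libraries labelled HFD Inpp4b−/−. *Cyp2b13* was counted 0, 7, 0 and 0 times in replicates 1 to 4 labelled HFD WT and 60, 34, 39 and 7 times in those labelled HFD Inpp4b−/−. *Hao2* was at least 7.04-fold higher, taking 3 counts as the limit of detection, from 0, 1, 2 and 0 counts against 45, 45, 14 and 3. A general shift to the female pattern may be asked of the other 10 female-biased genes tested, and of the male-biased genes, which fell. The other 10 differed by 0.2919 log2 CPM on average (two-sided exact permutation test, p = 0.6), 4 higher and 6 lower, with HFD WT replicate 2 far above the other HFD WT libraries. Without HFD WT replicate 2, 6 of the 10 genes then tested other than the paper's 3 were higher, with a median log2 fold change of 1.12 (unadjusted p = 0.0601 from limma's camera, and 0.00546 from fry). Without another library the median ranged from -0.38 to -0.10. The whole list held 11 tested genes with all libraries, *Cyp2b9* alone of the paper's 3 among them (camera, adjusted p = 0.227). Without HFD WT replicate 2 it held 13, with all of the paper's 3 (camera, adjusted p = 0.00138). Without another library the adjusted p from camera ranged from 0.0549 (HFD WT replicate 3) to 0.694 (HFD Inpp4b−/− replicate 1). The tested genes thus differ between these fits, so the fall to 0.00138 cannot be put down to that library alone. Genes of the whole list were over-represented among DESeq2's calls (6 of 16, one-sided Fisher's exact test, adjusted p = 0.000363) and not among edgeR's (1 of 11, 0.471). A general shift is thus open for the female-biased genes. The median of those other than the paper's 3 was positive only without HFD WT replicate 2. The male-biased genes fell in 20 of 23.

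The paper's qRT-PCR gave log2 differences between HFD Inpp4b−/− and HFD WT mice (10 and 8 mice) of 1.93 for *Pparg*, 0.58 for *Cd36*, 1.39 for *Mogat1*, 2.02 for *Vldlr* and 0.11 for *Srebf1*. The source sheet of *Cd36* is headed CD68 above a column named CD36, so that value is uncertain, and the values of *Cyp2b9*, *Cyp2b13* and *Hao2* were not used here. The RNA-seq log2 fold changes were 1.73, 0.99, 1.49, 1.42 and 0.57. *Ppara* had a log2 fold change of -0.06 (edgeR's adjusted p = 0.926) and *Cd68* of 0.05 (edgeR's adjusted p = 0.955).

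Adipose tissue carried over at dissection could raise PPARG target genes. Of *Adipoq*, *Lep*, *Plin1* and *Car3*, named for this test, only *Car3* was in the table, and it rose (log2 fold change 0.69987, edgeR's adjusted p = 0.0782), by 1322 CPM. *Cd36* rose by 14.2 CPM and *Fitm1* by 16.6 CPM. Of the other adipose genes in the table, *Fabp4* and *Cidec*, which are also PPARG targets, differed by 1.27 and 0.485 CPM and *Adrb3* by -5.87 CPM, each within the spread between mice (two-sided exact permutation test, p = 0.171, 0.857 and 0.114). Adipose tissue cannot be told apart from a change in the liver, since these genes went both ways and their levels in adipose tissue were not measured here.

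The oxidative phosphorylation genes were higher and the ribosomal protein genes lower in the libraries labelled HFD Inpp4b−/−, the former by 0.16 and the latter by -0.12 log2 CPM. Both lists hold short genes. The difference between them was 0.2721 with length and GC trends removed (two-sided exact permutation test, p = 0.0286, the smallest possible), while each list alone had overlapping groups (p = 0.0571 for the oxidative phosphorylation and 0.0857 for the ribosomal protein genes in the same exact test), so the lists alone do not pass. With the 79 oxidative phosphorylation genes of the nucleus, which differed by 0.0851 (two-sided exact permutation test, p = 0.2), the difference to the ribosomal protein genes was 0.244 (p = 0.0286), while the 13 genes of mitochondrial DNA differed by 0.363 before the trends were removed. A bias that moves short genes one way is argued against. The share of counts on mitochondrial genes was 4.75% to 5.64% in HFD WT and 5.84% to 7.42% in HFD Inpp4b−/−.

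The acute phase genes were lower in 10 of 11 (camera, adjusted p = 0.0254), but the list did not pass camera without HFD WT replicate 1 or 4 or HFD Inpp4b−/− replicate 1 or 2 (adjusted p from 0.0583 to 0.318), and it did not pass with fry (0.512). *Saa1*, whose reads can be shared with *Saa2*, was at 2226, 46.8, 23.68 and 697.5 CPM in replicates 1 to 4 labelled HFD WT and at 33.77, 54.14, 49.46 and 79.78 CPM in those labelled HFD Inpp4b−/− (two-sided exact permutation test, p = 0.4). Its log2 fold change of -3.79 was -2.24 without HFD WT replicate 1.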
